# Ethyl Acetate Fraction of Aqueous Extract of *Lentinula edodes* Inhibits Osteoclastogenesis by Suppressing NFATc1 Expression

**DOI:** 10.3390/ijms21041347

**Published:** 2020-02-17

**Authors:** Hyerim Lee, Kyubin Lee, Sheunghun Lee, Jisu Lee, Won Tae Jeong, Heung Bin Lim, Tae Kyung Hyun, Sun-Ju Yi, Kyunghwan Kim

**Keywords:** *Lentinula edodes*, osteoclast, NFATc1, osteoporosis

## Abstract

Bone tissue is continuously remodeled by the coordinated action of osteoclasts and osteoblasts. Nuclear factor-activated T cells c1 (NFATc1) is a well-known transcription factor for osteoclastogenesis and transcriptionally activated by the c-Fos and nuclear factor-kappa B (NF-κB) signaling pathways in response to receptor activation of NF-κB ligand (RANKL). Since excessive RANKL signaling causes an increase of osteoclast formation and bone resorption, inhibition of RANKL or its signaling pathway is an attractive therapeutic approach to the treatment of pathologic bone loss. In this study, we show that an ethyl acetate fraction (LEA) from the shiitake mushroom, *Lentinula edodes*, inhibited RANKL-induced osteoclast differentiation by blocking the NFATc1 signaling pathway. We found that the water extract and its subsequent ethyl acetate fraction of *L. edodes* significantly suppressed osteoclast formation. Comparative transcriptome analysis revealed that LEA specifically downregulated a set of RANKL target genes, including *Nfatc1*. Next, we found that LEA suppresses *Nfatc1* expression mainly through the inhibition of the transactivity of p65 and NFATc1. Moreover, treatment of LEA rescued an osteoporotic phenotype in a zebrafish model of glucocorticoid-induced osteoporosis. Collectively, our findings define an undocumented role of the shiitake mushroom extract in regulating bone development.

## 1. Introduction

Bones are constantly degraded and regenerated throughout life. This process is known as bone remodeling, which is critical for bone shape and integrity [1]. Bone remodeling is carefully regulated by osteoclasts and osteoblasts. Disturbing these processes leads to skeletal disorders, such as osteoporosis and osteopetrosis [2,3]. Glucocorticoid-induced osteoporosis (GIO) is the most frequent form of secondary osteoporosis and increases the risk of bone fractures [4]. Glucocorticoids exert adverse effects on bone metabolism, including a decrease in the number and function of osteoblasts and an increase in the life span and differentiation of osteoclasts. Long-term glucocorticoid treatment is associated with the development of GIO. 

Osteoclasts are multinucleated giant cells that are responsible for bone degradation. They are formed by the fusion of mononuclear precursors of the hematopoietic stem cell lineage [5,6]. Macrophage colony stimulating factor (M-CSF) and receptor activator of nuclear factor-kappa B ligand (RANKL) are two essential ligands for osteoclast differentiation. The binding of RANKL to the RANK receptor initiates various signaling pathways, such as NF-κB, c-JUN N-terminal kinase (JNK), p38 mitogen-activated protein kinase, and extracellular signal-related kinase pathways [7,8]. c-Fos and NF-κB signaling pathways activate nuclear factor-activated T cells c1 (NFATc1), a master transcription factor for osteoclastogenesis, subsequently stimulating the expression of diverse osteoclast-specific genes, such as tartrate resistant acid phosphatase (TRAP), cathepsin K, and osteoclast-associated receptor [9]. Since upregulated osteoclast activity is associated with osteoporosis, blocking excessive osteoclast differentiation is a potential therapeutic strategy [10,11]. In order to overcome the limitations of the currently available therapy, natural products that inhibit osteoclast differentiation are gaining interest for bone health improvement in osteoporosis [12,13].

*Lentinula edodes*, the shiitake mushroom, is the second most popular cultivated edible mushroom in the world [14]. *L. edodes* possesses antitumor activities, antioxidant activities, antiviral activities, immunomodulating properties, and antimicrobial activities [14,15,16,17,18,19,20,21]. Although the extract of *L. edodes* increased osteoblastogenesis [15,22], little is known about the effect of osteoclast differentiation of this organism. In this study, we show that *L. edodes* ethyl acetate fraction (LEA) significantly blocked osteoclast differentiation in solvent fractionation experiments. Transcriptome profiling showed that LEA negatively regulates RANKL-induced osteoclastogenesis by suppressing NFATc1 expression. Furthermore, treatment with LEA rescued the osteoporotic phenotype in an osteoporotic zebrafish model induced by prednisolone.

## 2. Results

### 2.1. LEA Suppresses Osteoclast Differentiation

To examine the effect of *L. edodes* on osteoclast differentiation, we first prepared extracts of *L. edodes* using three different solvents (Figure 1A). Then, bone marrow-derived macrophages (BMMs) as osteoclast precursors (OCP) were treated with ethyl acetate extract, ethanol extract, or water extract in the presence of M-CSF and RANKL. The formation of TRAP-positive multinucleated osteoclasts was significantly inhibited by the water extract, but not by the ethyl acetate extract or the ethanol extract (Figure 1B and Supplementary Figure S1). The findings that the water extract had no effect on the proliferation of osteoclast precursors indicate that the water extract directly controls the differentiation ability of OCP cells (Figure 1C). The water extract was further fractionated using three different organic solvents and subsequently determined for anti-osteoclastogenic activity. LEA exhibited the most potent anti-osteoclastogenic activity (Figure 1A,D). LEA rarely affected OCP proliferation (Figure 1E). 

### 2.2. LEA Modulates a Set of Osteoclast-Related Gene Expression in RANKL-Induced Osteoclastogenesis

To elucidate the inhibitory mechanism of LEA on RANKL-induced osteoclast differentiation, we performed genome-wide transcriptome analysis of BMMs with or without LEA during RANKL-mediated osteoclastogenesis. 

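RNA from mouse bone marrow-derived macrophages (BMMs) was sequenced in 6 libraries, 2 for each of 3 conditions. Cells without RANKL received only M-CSF, the growth factor that keeps macrophages alive, and the other cells received M-CSF with RANKL, the cytokine that turns these precursors into osteoclasts, alone or with LEA. M-CSF was at 30 ng/mL in all 6 libraries, RANKL at 100 ng/mL and LEA at 10 µg/mL. The sample labels name C57BL/6 mice, TRIzol and a standard Illumina library protocol, whereas the methods name ICR male mice, the RNeasy kit and the SMARTer Stranded kit. The paper's text and the labels do not give the time of harvest for RNA-seq, do not say whether a solvent was given to the cells without LEA, and do not say whether the 2 libraries of a condition came from separate cultures or mice. For this reason the p-values measure only the spread between these samples, which may be technical. The authors mapped the reads to the mm10 genome with HISAT2 and counted reads on exons with HOMER, with 1 transcript kept per gene. Both strands were counted, so reads of overlapping genes on opposite strands were not told apart. The values used here are the deposited FPKM (fragments per kilobase of exon and per unit of mapped reads) of 24940 genes. Low FPKM values fell on whole multiples of 1 step per library (all those examined, within 0.1 read), and the step gives the depth. It was 47729219 and 48299576 reads in the libraries without RANKL, 47736471 and 46382166 with RANKL, and 47816932 and 49589764 with RANKL and LEA. Reads on genes numbered 36610438 to 40026201 per library. The log2 FPKM values of the libraries of 1 condition had a Pearson correlation across genes of 0.988 without RANKL, 0.987 with RANKL and 0.985 with RANKL and LEA. For the comparisons, log2(FPKM + 0.1) was fitted with limma over all 6 libraries for the 11905 genes with at least 0.5 FPKM in at least 2 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, the limits the paper states. The filter, the test and the gene lists were fixed before the deposited values were examined. However, the paper's figures and part of its supplement, which show values from the same libraries, had been open to view.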

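RANKL alone raised 2125 of the 11905 genes tested and lowered another 2125, and LEA given with RANKL changed 751 genes relative to RANKL alone. Most measured macrophage genes fell with RANKL. Of the 23 measured genes of macrophage identity, 21 were lower, none was higher, and 2 did not pass the test. Cd36, a lipid scavenger receptor, was at 470.2 ± 50.1 FPKM (SD, n = 2) without RANKL and 17.4 ± 0.743 FPKM (SD, n = 2) with RANKL. C1qc, a chain of complement component C1q, had a log2 fold change of −3.53 (standard error 0.12, limma adjusted p = 4.6e-07). Apoe, a lipid carrier secreted by macrophages, was at 2372 ± 146 and 67.0 ± 6.75 FPKM (SD, n = 2 each). Slc40a1, the iron exporter ferroportin, was at 85.3 ± 6.86 FPKM without RANKL and 1.43 ± 0.0205 FPKM with it (SD, n = 2 each). Of 34 genes of DNA replication, 26 were lower with RANKL and none was higher, among them Pcna, the sliding clamp of DNA polymerase (log2 fold change −2.02, standard error 0.12, limma adjusted p = 6.9e-06). Of 23 measured genes of cholesterol synthesis, 14 were lower and none was higher, among them Fdft1, which encodes squalene synthase (log2 fold change −1.94, standard error 0.11, limma adjusted p = 4.6e-06). The counts for these 3 lists were the same when adjusted over the list alone. The set test put macrophage identity (camera adjusted p = 5.5e-13, and adjusted p = 0.493 with an estimated correlation), DNA replication (camera adjusted p = 8.1e-12, and adjusted p = 0.493 with an estimated correlation) and cholesterol synthesis (camera adjusted p = 2.3e-05, and adjusted p = 0.493 with an estimated correlation) below the other genes. Against the cells without RANKL, the cells given RANKL and LEA had 1846 genes higher and 1399 lower. In all, 4653 genes were called in at least 1 of the 3 pairwise comparisons. Of these, 4357 (93.6%) also stand in the list of 5961 genes at 1.5-fold in the authors' deposited table. That list is longer than the 4740 genes the paper gives at the same fold limit, so it need not be the paper's set. The reason for the difference is not known.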

Analysis of RNA-seq data revealed 4740 differentially expressed genes in any pairwise comparison among the three conditions (no RANKL (-R), RANKL (R), RANKL + LEA (R+LEA)). 

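Grouped by profile, the 4653 genes formed 2 clusters that were highest with RANKL alone, 3 clusters lowered by RANKL and 1 cluster that was higher with RANKL than without and highest with RANKL and LEA together. Nfatc1, Fos, Acp5, which encodes TRAP, and Ctsk, which encodes cathepsin K, lay in cluster 2. This cluster held 1172 genes with a median log2 fold change of 1.31 with RANKL. Traf6, the adaptor that carries the signal of RANK, lay in cluster 3, a group of 857 genes with a median of 0.93. The clusters lowered by RANKL held 1224 genes (cluster 1, median log2 fold change −1.14), 747 genes (cluster 4, −1.01) and 292 genes (cluster 6, −0.83). Macrophage genes lay in these clusters: Cd36, C1qc and Marco, a scavenger receptor, in cluster 1, and Apoe and Slc40a1 in cluster 4. Cluster 5 held 361 genes with a median log2 fold change of 0.52 with RANKL and a further 0.44 with LEA. Nqo1, a quinone reductase, and Ly6a, a surface protein, also lay there, but had log2 fold changes of −0.06 and −0.63 with RANKL. Rela and Tnfrsf11a (Rank) were below the limits in every comparison and lay in no cluster. The clusters came from k-means on log2(FPKM + 0.1), with each gene centred and scaled over the 6 libraries, and are numbered here by size, so their numbers are not those of Figure 2A. Because the genes were chosen for differing between these conditions, the profiles describe them and test nothing. With 9 other seeds the adjusted Rand index against these clusters was 0.978 to 0.990. It was 0.289 with genes centred but not scaled, 0.517 with 5 clusters and 0.640 with 7 clusters. The clusters therefore depend on the scaling and on the number chosen.

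**Figure D1:**
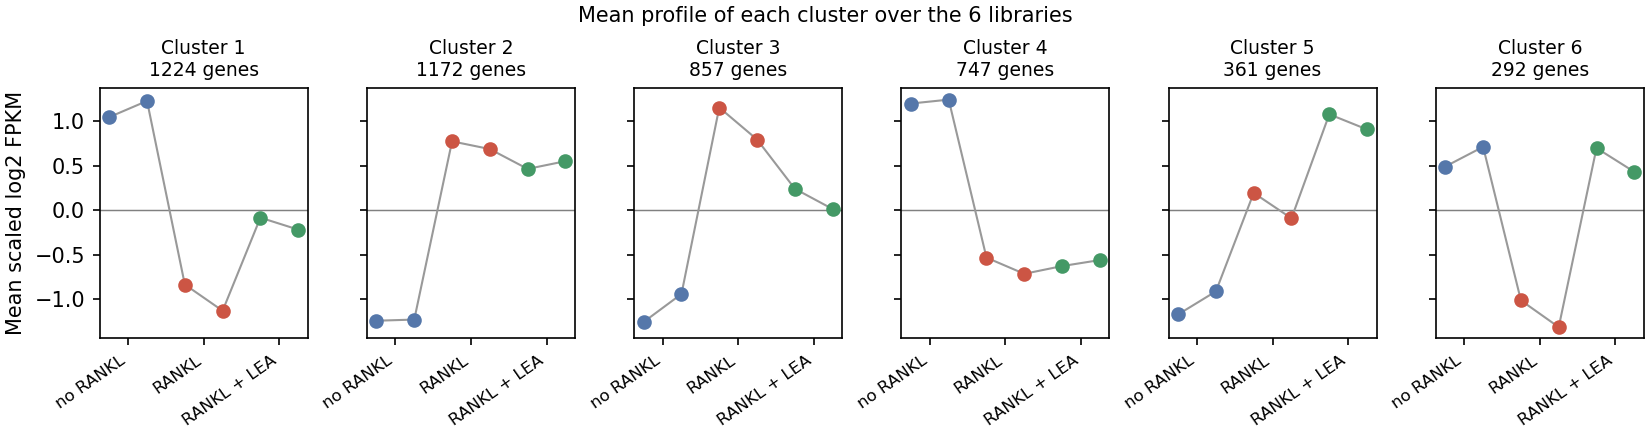
Mean profile of each k-means cluster, with log2 FPKM scaled per gene on the vertical axis and the 6 libraries on the horizontal axis, coloured by condition. Clusters 2 and 3 are highest with RANKL, clusters 1, 4 and 6 sit lower with RANKL than without, and cluster 5 sits higher and is highest with RANKL and LEA.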

K-means clustering classified the genes into six gene clusters that were differentially modulated by RANKL and LEA (Figure 2A and Supplementary Table SI). 

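Most clustered genes of DNA replication lay in cluster 1 and most of cell division in cluster 5. Of the 26 clustered genes of DNA replication, 23 lay in cluster 1, which RANKL lowered and which holds 26.3% of all clustered genes. Of the 22 clustered genes of mitosis and cell division, 15 lay in cluster 5, which holds 7.76% of the genes and was highest with LEA. Of the 15 clustered genes of cholesterol synthesis, 12 lay in cluster 4, which holds 16.1% of the genes. Macrophage identity was split between cluster 1 with 12 genes and cluster 4 with 8. Of the 12 clustered UDP-glucuronosyltransferases and other phase II enzymes, which conjugate foreign compounds for export, 8 lay in cluster 6, which RANKL lowered and LEA raised and which holds 6.28% of the genes. These 8 were genes of the Ugt1a locus, which overlap and share exons, so that the same reads can count for each of them. Ugt1a1 was at 55.1 ± 9.23, 27.9 ± 0.132 and 57.4 ± 5.38 FPKM and Ugt1a10 at 54.8 ± 9.24, 27.7 ± 0.137 and 57.0 ± 5.44 FPKM (SD, n = 2 each, without RANKL, with RANKL, and with RANKL and LEA). Of the 18 clustered interferon-stimulated genes, 8 lay in cluster 5 and 4 in cluster 2. Of the 18 clustered targets of NRF2, a transcription factor of the antioxidant response, 12 lay in cluster 1. These are counts of list members per cluster, and no enrichment test was run on them. Figure 2B shows terms of replication, division and glucuronidation from the same libraries, so these counts are not independent evidence of where such genes lie.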

Gene ontology (GO) analysis revealed that each cluster was enriched in genes related to distinct biological functions (Figure 2B). Clusters I and VI showed the enrichment for GO terms associated with bone resorption and osteoclast differentiation. Specifically, LEA selectively downregulated cluster I, but not cluster VI (Figure 2A). 

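Clustered genes that carry out bone resorption lay mostly in cluster 2, and those of mitochondrial energy supply lay mostly in cluster 3. Of the 23 clustered genes of osteoclast resorption and attachment, 16 lay in cluster 2, which holds 25.2% of the clustered genes, 6 in cluster 3, which holds 18.4%, and 1 in cluster 1. In cluster 2, Mmp9, a secreted protease, rose from 12.4 ± 0.221 FPKM without RANKL to 2356 ± 142 FPKM with RANKL (SD, n = 2 each), and Acp5 from 11.2 ± 0.933 to 2295 ± 387 FPKM (SD, n = 2 each). Of the 18 clustered transcription factors that activate osteoclast genes, 13 lay in cluster 2, among them Jdp2 (log2 fold change 5.51, standard error 0.12, limma adjusted p = 4.3e-08) and Fosl2 (log2 fold change 3.98, standard error 0.12, limma adjusted p = 2.4e-07). Of the 12 clustered genes of precursor cell fusion, 6 lay in cluster 2 and 2 in cluster 3. Of the 61 clustered genes of oxidative phosphorylation, which encode the respiratory chain and ATP synthase, 60 lay in cluster 3. Cyc1, the cytochrome c1 subunit of complex III, was at 52.0 ± 3.10 FPKM without RANKL and 197 ± 4.69 FPKM with RANKL (SD, n = 2 each). Of the 20 clustered genes of the tricarboxylic acid cycle, 17 lay in cluster 3. Of the 16 clustered genes of the vacuolar proton pump, which acidifies the resorption pit, 11 lay in cluster 3 and 3 in cluster 2. Figure 2B shows a term of oxidative phosphorylation for these samples, so its place is not independent evidence.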

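Some genes of the clusters highest with RANKL fell when LEA was added. LEA lowered 102 of the 857 genes of cluster 3 and raised none of them, with a median log2 fold change of −0.39. In cluster 2, LEA lowered 98 of 1172 genes and raised 4, with a median of −0.16. Scd2, a stearoyl-CoA desaturase in cluster 3, was at 40.6 ± 4.00 FPKM with RANKL and 14.2 ± 0.889 FPKM with RANKL and LEA (SD, n = 2 each, log2 fold change −1.51, standard error 0.12, limma adjusted p = 0.00114). Ckb, the brain-type creatine kinase, had a log2 fold change of −1.03 (standard error 0.11, limma adjusted p = 0.00338). Tm4sf19, a tetraspanin-like membrane protein in cluster 2, was at 67.6 ± 8.72 and 29.7 ± 0.953 FPKM (SD, n = 2 each, log2 fold change −1.18, standard error 0.13, limma adjusted p = 0.00420). Mt3, a metallothionein in the same cluster, had a log2 fold change of −0.54 (standard error 0.16, limma adjusted p = 0.0851), and Traf1, a signalling adaptor, a log2 fold change of −0.35 (standard error 0.14, limma adjusted p = 0.176), neither past the limits. Of the clusters lowered by RANKL, cluster 6 had 187 of 292 genes higher with LEA and cluster 1 had 256 of 1224, with none lower in either. Cluster 4 had 20 higher and 11 lower of 747. The clusters were made with the LEA libraries among the values, so a test of the difference between clusters would be circular and was not run.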

Because RANKL is known to induce osteoclast-related gene expression and LEA inhibited RANKL-induced osteoclast differentiation (Figure 1D), we focused particularly on the effect of LEA on RANKL-induced genes. 

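Most measured genes of bone resorption rose with RANKL. Of the 24 measured genes of osteoclast resorption and attachment, 22 were higher with RANKL and 1 was lower, the kinase gene Ptk2b, named after its values were seen, with the same counts when adjusted over the list alone. Ctsk was at 0.0265 ± 0.0375 FPKM without RANKL and 216 ± 28.0 FPKM with RANKL (SD, n = 2 each), and Car2, carbonic anhydrase 2, at 0.0365 ± 0.0516 and 95.5 ± 1.80 FPKM (SD, n = 2 each). Levels this close to 0 without RANKL leave their fold changes to the pseudocount, so none is given for these genes. Slc9b2, a sodium/proton exchanger, had a log2 fold change of 7.93 (standard error 0.12, limma adjusted p = 1.2e-08), and Atp6v0d2, a subunit of the proton pump, a log2 fold change of 7.06 (standard error 0.10, limma adjusted p = 1.2e-08). Ocstamp, which osteoclast precursors need to fuse, was at 0.208 ± 0.0248 and 80.8 ± 5.74 FPKM (SD, n = 2 each). Of 24 transcription factors that activate osteoclast genes, 14 were higher and 4 lower (Nfatc2 and, named after their values were seen, Fosl1, Jun and Tfe3). Of 75 genes of oxidative phosphorylation, 61 were higher and none lower (the same when adjusted over the list alone). The set test placed the resorption genes (camera adjusted p = 4.7e-16, and adjusted p = 0.493 with an estimated correlation), the transcription factors (camera adjusted p = 5.4e-05, and adjusted p = 0.493 with an estimated correlation) and the oxidative phosphorylation genes (camera adjusted p = 2.7e-16, and adjusted p = 0.493 with an estimated correlation) above the other genes. By limma, 1178 genes were at least 2-fold higher with RANKL than without at an adjusted p under 0.05, and 1212 were at least 2-fold lower.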

As shown in Figure 2C, 1283 genes were two-fold upregulated by RANKL treatment. 

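With LEA added to RANKL, 540 genes were higher and 211 were lower than with RANKL alone, so 71.9% of the changes were increases. Npy, neuropeptide Y, was at 22.2 ± 0.0233 FPKM without RANKL, 5.20 ± 0.133 FPKM with RANKL and 22.4 ± 0.318 FPKM with RANKL and LEA (SD, n = 2 each, against RANKL, log2 fold change 2.09, standard error 0.10, limma adjusted p = 4.4e-04). Il7r, a cytokine receptor, was at 6.86 ± 0.397, 1.11 ± 0.112 and 6.07 ± 0.116 FPKM, and Mmp8, a collagenase of phagocytes, at 2.83 ± 0.441, 0.331 ± 0.00566 and 3.03 ± 0.221 FPKM (SD, n = 2 each). Among genes with a mean of at least 2 FPKM, the largest fall was that of Akr1c18, a steroid dehydrogenase (log2 fold change −1.59, standard error 0.19, limma adjusted p = 0.00462, and 0.0518 without RANKL replicate 1). Of 23 measured genes of macrophage identity, 14 were higher with LEA and none was lower, among them Marco (log2 fold change 2.43, standard error 0.17, limma adjusted p = 6.4e-04) and Msr1, another scavenger receptor (log2 fold change 1.16, standard error 0.10, limma adjusted p = 0.00132), and the count was the same when adjusted over the list alone. Against the cells without RANKL, 19 of these 23 genes were still lower with RANKL and LEA, and none was higher. Their median log2 fold change in that comparison was −1.64. For RANKL + LEA against RANKL, the set test for this list gave camera adjusted p = 2.9e-10, and adjusted p = 0.320 with an estimated correlation. Of 30 genes of mitosis and cell division, 11 were higher and none lower (13 higher when adjusted over the list alone, camera adjusted p = 4.3e-14, and adjusted p = 0.320 with an estimated correlation). Of 21 measured inflammatory cytokines and genes of NF-κB feedback, 7 were higher and 1, Cd83, named after its values were seen, was lower (11 and 1 when adjusted over the list alone, camera adjusted p = 2.0e-04, and adjusted p = 0.390 with an estimated correlation), among them Ccl7, a chemokine that attracts monocytes (log2 fold change 1.47, standard error 0.16, limma adjusted p = 0.00372). The call of Cd83 ended without any 1 of the 6 libraries (limma adjusted p up to 0.154). Of 29 measured interferon-stimulated genes, 4 were higher (Ifit2, Oas3, Oasl2 and Zbp1) and none lower (7 higher when adjusted over the list alone, camera adjusted p = 8.5e-08, and adjusted p = 0.332 with an estimated correlation). The calls of Ifit2, Oasl2 and Zbp1 ended without either RANKL library or RANKL + LEA replicate 1, and that of Oas3 without any 1 of the 4 RANKL or RANKL + LEA libraries (highest limma adjusted p 0.162, 0.131, 0.0853 and 0.127). At an unadjusted p under 0.05, limma had 2807 genes. With quantile normalization the split was 439 higher and 328 lower (57.2% higher). Leaving out 1 library leaves only 1 in its group. The test then has less power, so a call can end whichever library is left out. The counts rest on the RANKL and LEA libraries: 133 higher and 11 lower were left without RANKL replicate 1, 108 and 33 without RANKL replicate 2, 160 and 49 without RANKL + LEA replicate 1, and 277 and 73 without RANKL + LEA replicate 2, where the lone library is assumed to vary like the other groups.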

Upon LEA treatment, a total of 768 genes (441 upregulated and 327 downregulated genes) were differentially expressed. Interestingly, most of the downregulated genes belonged to cluster I (Figure 2D and Supplementary Table SII). In addition, gene set enrichment analysis (GSEA) scoring plots showed significant enrichments of osteoclast development and osteoclast differentiation pathways (Figure 2E). 

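Genes lower with LEA were mostly genes that RANKL had raised. Of the 211 genes lower with LEA, 192 (91.0%) were higher with RANKL than without, 16 did not pass the test for RANKL and 3 had been lowered by it. Of these 211 genes, 102 (48.3%) lay in cluster 3 and 98 (46.4%) in cluster 2, the clusters highest with RANKL, and none in cluster 5, which was also higher with RANKL than without. Mmp9 was at 957 ± 72.7 FPKM with RANKL and LEA (SD, n = 2, against RANKL, log2 fold change −1.30, standard error 0.10, limma adjusted p = 0.00118), so 59.7% of its rise with RANKL was lost. Car2 was at 36.0 ± 0.466 FPKM (SD, n = 2), a loss of 62.4%, and Atp6v0d2 at 170.2 ± 6.51 FPKM (SD, n = 2, log2 fold change −0.89, standard error 0.10, limma adjusted p = 0.00337). The call of Car2 ended without any 1 of the 4 RANKL or RANKL + LEA libraries, and with a pseudocount of 0.01 (limma adjusted p = 0.358). Its test pools in the spread of the libraries without RANKL, at 0 and 0.073 FPKM, where the spread depends on the pseudocount. The Car2 libraries compared were at 96.8 and 94.25 FPKM with RANKL and at 36.28 and 35.62 FPKM with RANKL and LEA. Of the 1178 genes at least 2-fold higher with RANKL, 180 were lower with LEA, 17 were higher and 981 did not pass the test. Genes higher with LEA were in turn mostly genes that RANKL had lowered, 416 of 540 (77.04%). The RANKL libraries stand in both comparisons, which by itself gives such an overlap. In 100 simulations with no effect of RANKL or LEA, lists of the same sizes shared on average 134.9 genes in the first direction and 299.9 in the second. The simulated lists held random spread alone, so the shared libraries weigh more in them than where RANKL changes many genes. These simulations therefore cannot say what part of the observed overlaps comes from the shared libraries. Independent lists would share 37.7 and 96.4. Across genes, which are not replicates, the log2 fold changes of the 2 comparisons had a Pearson correlation of −0.61 (simulated −0.50), a Spearman correlation of −0.64 (simulated −0.47) and a covariance of −0.289 (simulated −0.0225). Unlike the overlaps and correlations, the covariance takes the same amount from the spread of the shared libraries whether or not RANKL changes genes. Its simulated −0.0225 beside −0.289 argues against spread between the 2 RANKL libraries as the main source of the covariance. A deviation common to both RANKL libraries would not be seen in this way. How much of the overlaps comes from the shared libraries was not settled, since splitting the RANKL libraries would leave 1 of them per comparison. The paper reasons that RANKL-induced genes are the ones to examine because RANKL induces osteoclast-related genes and LEA inhibited osteoclast differentiation (Figure 1D). It states from Figure 2D that most of the genes lowered by LEA are in its cluster I.

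**Figure D2:**
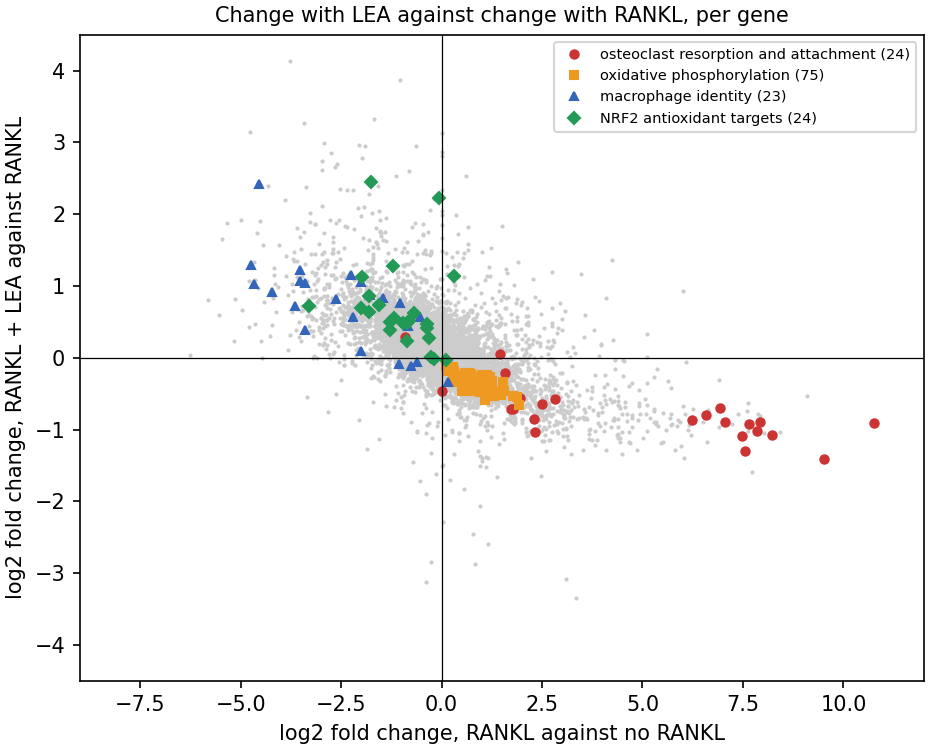
Each grey point is a gene, with its log2 fold change for RANKL against no RANKL on the horizontal axis and for RANKL + LEA against RANKL on the vertical axis, and 4 gene lists in colour. All but 2 of the 24 resorption and attachment genes lie below 0 on the vertical axis, and 22 of the 24 NRF2 targets lie above 0. The RANKL libraries enter both axes.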

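Most measured genes that osteoclasts use to attach and resorb were lower with LEA. Of the 24 measured genes of resorption and attachment, 17 were lower with LEA and none was higher, with the same count when adjusted over the list alone and a median log2 fold change of −0.83 (camera adjusted p = 2.3e-20, and adjusted p = 0.320 with an estimated correlation). Itgb3, the β3 integrin of the osteoclast's attachment ring, was at 1.39 ± 0.0933 FPKM without RANKL, 112 ± 2.60 FPKM with RANKL and 61.3 ± 1.73 FPKM with RANKL and LEA (SD, n = 2 each, against RANKL, log2 fold change −0.87, standard error 0.10, limma adjusted p = 0.00451). Acp5 was at 1201 ± 140.1 FPKM with RANKL and LEA (SD, n = 2, log2 fold change −0.93, standard error 0.15, limma adjusted p = 0.0119) and Ctsk at 115 ± 11.3 FPKM (SD, n = 2, log2 fold change −0.91, standard error 0.20, limma adjusted p = 0.0344). The 22 members that RANKL raised lost a median of 46.7% of their rise (interquartile range 43.7% to 54.96%). Over 841 genes at least 2-fold higher with RANKL, the median loss was 35.7% (interquartile range 16.2% to 46.7%), so a partial loss was not particular to this list. Of 15 measured genes of precursor cell fusion, 4 were lower (Dcstamp, Ocstamp, Atp6v0d2 and Itgb3) and 2 higher (the same when adjusted over the list alone, camera adjusted p = 0.00621, and adjusted p = 0.407 with an estimated correlation). The 2 higher ones were Adam8, a membrane metalloprotease, and Cd81, a tetraspanin, both lowered by RANKL. Of 24 activating transcription factors, 4 were lower (Nfatc1, Fosl2, Jdp2 and Bhlhe40) and 1, Nfatc2, was higher (the same when adjusted over the list alone, camera adjusted p = 3.7e-04, and adjusted p = 0.407 with an estimated correlation). Of 14 measured repressors of osteoclast differentiation, 5 were higher (Irf8, Id1, Id3, Rbpj and Klf4) and none lower (the same when adjusted over the list alone, camera adjusted p = 2.0e-04, and adjusted p = 0.320 with an estimated correlation), where Rbpj is the effector of Notch signalling (log2 fold change 0.96, standard error 0.09, limma adjusted p = 0.00213). Leaving out 1 library ended the calls of Ctsk, Car2, Adam8 and Cd81 (any of the 4 RANKL or RANKL + LEA libraries, highest limma adjusted p 0.176, 0.108, 0.125 and 0.191), Nfatc2 (either RANKL library or RANKL + LEA replicate 2, 0.125), Acp5 (RANKL replicate 1 or RANKL + LEA replicate 2, 0.0765), Klf4 (any of those 4, 0.0979), Irf8 (RANKL replicate 2 or either RANKL + LEA library, 0.0944), Id1 (either RANKL library or RANKL + LEA replicate 1, 0.0857), Id3 (RANKL replicate 2 or RANKL + LEA replicate 1, 0.0712) and Itgb3 (RANKL replicate 2, 0.0505), but not those of Mmp9, Atp6v0d2, Rbpj and Ckb. The calls of Dcstamp (either RANKL library or RANKL + LEA replicate 2, 0.104), Nfatc1 and Fosl2 (either RANKL library or RANKL + LEA replicate 1, 0.205 and 0.0958), Jdp2 (any of the 4 RANKL or RANKL + LEA libraries, 0.0681) and Bhlhe40 (RANKL replicate 1 or RANKL + LEA replicate 1, 0.0571) also ended. With quantile normalization the fusion list no longer passed (limma's camera, adjusted p = 0.141), and by limma the calls of Ctsk and Car2 ended with a pseudocount of 0.01 (0.512 and 0.358) and those of Ctsk, Car2, Adam8, Cd81, Acp5, Nfatc2, Dcstamp, Nfatc1, Fosl2, Klf4, Irf8, Id1 and Id3 without the filter (up to 0.120). For Ctsk and Car2 the test pools in the spread of the libraries without RANKL. Both genes are near 0 FPKM there, so that spread depends on the pseudocount.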

Examination of the leading-edge subset of these genes identified 23 osteoclast development genes and six osteoclast differentiation genes, respectively. 

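The genes shown in Figure 2E were lower with LEA in direction, and 8 of them passed the limits. Of the 24 genes in its panels, 22 passed the filter, all 22 had a negative log2 fold change with LEA. Of these, 8 were called lower and 14 were not called. Il12b, a cytokine subunit, and Gpr55, a lipid receptor, did not pass the filter. Siglec15, a receptor of the osteoclast surface, was at 30.3 ± 2.96 FPKM with RANKL and 14.2 ± 0.551 FPKM with RANKL and LEA (SD, n = 2 each, log2 fold change −1.08, standard error 0.14, limma adjusted p = 0.00550). Oscar, a costimulatory receptor, was at 33.5 ± 5.86 and 15.9 ± 3.40 FPKM (SD, n = 2 each, log2 fold change −1.07, standard error 0.20, limma adjusted p = 0.0212). The fusion genes Dcstamp (log2 fold change −0.78, standard error 0.14, limma adjusted p = 0.0183) and Ocstamp (log2 fold change −1.05, standard error 0.12, limma adjusted p = 0.00372) were lower, as were Slc9b2 (log2 fold change −0.89, standard error 0.12, limma adjusted p = 0.00616), the kinase gene Src (log2 fold change −0.70, standard error 0.14, limma adjusted p = 0.0264), the chemokine receptor gene Ccr1 (log2 fold change −0.60, standard error 0.14, limma adjusted p = 0.0406) and Nfatc1. Snx10, a sorting nexin of the resorption machinery, had an adjusted p of 0.0266 by limma with a log2 fold change of −0.57, under the 1.5-fold limit. Traf6 was at 10.6 ± 0.438 FPKM with RANKL and 8.40 ± 0.0120 FPKM with RANKL and LEA (SD, n = 2 each), a log2 fold change of −0.33 (standard error 0.11, limma adjusted p = 0.1003). Ppargc1b, a coactivator of mitochondrial genes, had a log2 fold change of −0.69 (standard error 0.24, limma adjusted p = 0.131). Of the 22 genes, 19 were higher with RANKL than without and none was lower. Adjusted over the list alone, 10 of the 22 were lower with LEA, but the study chose these genes on the same libraries, so the count is not independent evidence. Leaving out 1 library ended the calls of Ccr1 (any of the 6, highest limma adjusted p 0.176), Oscar and Dcstamp (either RANKL library or RANKL + LEA replicate 2, 0.125 and 0.104), Src (either RANKL + LEA library or RANKL replicate 1, 0.128), Slc9b2 (either RANKL library, 0.0626), Nfatc1 (either RANKL library or RANKL + LEA replicate 1, 0.205) and Siglec15 (RANKL replicate 1, 0.0571), but not that of Ocstamp.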

The datasets from GSEA were further confirmed by qRT-PCR (Figure 2F). 

### 2.3. LEA Inhibits NFATc1 Expression during Osteoclastogenesis

Given that c-Fos, NF-κB, and NFATc1 are key transcription factors involved in RANKL signaling for osteoclast differentiation [7], we first examined the effect of LEA on the mRNA expression of *c-Fos*, *p65,* and *Nfatc1*. 

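Nfatc1, the transcription factor that switches on osteoclast genes, rose with RANKL and was lower when LEA was added. It was at 7.19 ± 1.07 FPKM without RANKL, 76.6 ± 2.16 FPKM with RANKL and 48.5 ± 9.68 FPKM with RANKL and LEA (SD, n = 2 each). The libraries with RANKL were at 75.1 and 78.1 FPKM and those with RANKL and LEA at 41.6 and 55.3 FPKM, and 40.5% of the rise was lost. Fos, the c-Fos subunit of AP-1, rose with RANKL and stayed up with LEA, at 18.6 ± 1.46, 68.9 ± 12.1 and 78.04 ± 2.65 FPKM (SD, n = 2 each). Rela, which encodes the NF-κB subunit p65, was at 26.8 ± 0.571, 24.4 ± 2.65 and 25.2 ± 2.29 FPKM (SD, n = 2 each). By limma, the change of Nfatc1 was 3.40 on the log2 scale with RANKL (standard error 0.16, adjusted p = 1.8e-06) and −0.67 with LEA (standard error 0.16, adjusted p = 0.0412). For LEA, Fos had a log2 fold change of 0.19 (standard error 0.14, limma adjusted p = 0.469), and Rela a log2 fold change of 0.05 (standard error 0.12, limma adjusted p = 0.852), neither past the limits. Other NF-κB genes, chosen after their values were seen, were Nfkb1, which encodes p50 and its precursor (log2 fold change −0.00, standard error 0.10, limma adjusted p = 0.992), and Relb (log2 fold change −0.17, standard error 0.11, limma adjusted p = 0.429). Other activating transcription factors fell with LEA: Jdp2 (log2 fold change −0.77, standard error 0.12, limma adjusted p = 0.0101), Fosl2 (log2 fold change −0.76, standard error 0.12, limma adjusted p = 0.0123) and Bhlhe40 (log2 fold change −0.84, standard error 0.12, limma adjusted p = 0.00869). Nfatc1 lies on chromosome 18 of mm10 from 80647435 to 80713071, Fos on chromosome 12 of mm10 from 85473890 to 85477274 and Rela on chromosome 19 of mm10 from 5637490 to 5648130. The call of Nfatc1 with LEA ended without RANKL replicate 1 (adjusted p = 0.144), RANKL replicate 2 (0.205) or RANKL + LEA replicate 1 (0.195), and with 5 other settings, with an adjusted p by limma from 0.00434 to 0.205 over all settings and a negative log2 fold change in each. The call of Jdp2 ended without any 1 of the 4 RANKL or RANKL + LEA libraries (highest limma adjusted p 0.0681), that of Fosl2 without either RANKL library or RANKL + LEA replicate 1 (0.0958), and that of Bhlhe40 without RANKL replicate 1 or RANKL + LEA replicate 1 (0.0571).

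**Figure D3:**
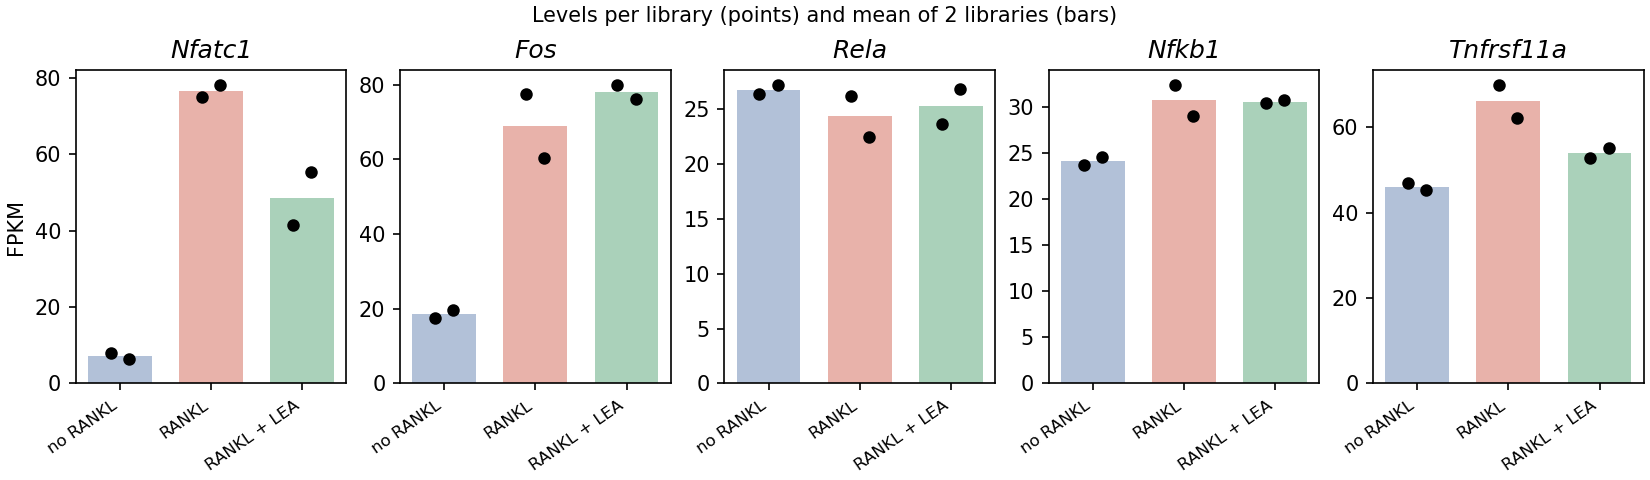
FPKM of Nfatc1, Fos, Rela, Nfkb1 and Tnfrsf11a (Rank) in each library (points) and their mean over 2 libraries (bars), by condition. Both Nfatc1 points with RANKL and LEA lie below both with RANKL, while the Rela points of these 2 conditions overlap.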

Our RNA-seq dataset showed that LEA significantly repressed RANKL-induced *Nfatc1* expression, whereas there was no effect on *c-Fos* and *p65* expression (Figure 3A). Consistent with the RNA-seq results, our qRT-PCR analysis confirmed that LEA selectively inhibited NFATc1 expression (Figure 3B). We further evaluated the protein levels of those transcription factors. Similarly, LEA selectively diminished NFATc1 levels without affecting the protein levels of c-Fos and p65 (Figure 3C). 

### 2.4. LEA Suppresses NFATc1 Expression by Inhibiting the Transactivities of Both p65 and NFATc1

It is well documented that diverse signaling pathways such as MAPKs (ERK, JNK, and p38), Akt, and NF-κB signaling pathways modulate osteoclast differentiation [23,24,25]. To gain further insight into the mechanism by which LEA controls the expression of NFATc1, we investigated whether LEA influences RANKL-induced signaling pathways, including Akt, ERK, p38, JNK, and NF-κB. BMMs cultured with M-CSF for 24 h were pretreated with DMSO or LEA for 1 h and subsequently stimulated with RANKL for the indicated times (Figure 4A). We observed that RANKL treatment increased the activation of Akt, ERK, NF-κB, p38, and JNK within 15 min. However, LEA treatment had no obvious changes in RANKL-induced signaling pathways (Figure 4A). 

Because c-Fos and NF-κB, as well as NFATc1 itself, transactivate *Nfatc1* expression, we performed an *Nfatc1* luciferase reporter gene assay to determine whether LEA affects their transactivities. Expression of NFATc1, c-Fos, or p65 increased *Nfatc1* reporter gene transcription. LEA treatment almost completely abrogated transactivities of NFATc1 and p65, but has a modest inhibitory effect on c-Fos transactivity (Figure 4B).

### 2.5. LEA Suppresses Prednisolone-Induced Osteoporosis in Zebrafish Larvae

To examine the in vivo efficacy of LEA against osteoporosis, we employed zebrafish for this study since zebrafish are an ideal model system for the in vivo analysis of GIO [26,27].

Zebrafish larvae at 10 days post-fertilization were treated with or without LEA in the presence of prednisolone (25 μM) for three days, then whole-mount bone staining was performed. We observed that bone mineralization was severely decreased by prednisolone. However, LEA treatment reduced prednisolone-induced osteoporosis (Figure 5).

## 3. Discussion

Although the shiitake mushroom possesses diverse bioactivities, such as immune modulation, antitumor, liver protection, cholesterol lowering, antiviral, and blood pressure lowering activities, there are few reports describing the effects of *L. edodes* on osteoblastogenesis or osteoclastogenesis [26,27]. Saif et al. demonstrated that the *L. edodes* water extract showed in vitro bone-inducing effects on human osteoblastic cells [22]. Another study demonstrated that water extracts of mushrooms decrease bone resorption and improve bone formation in vivo [28]. However, the effects of *L. edodes* extracts on osteoclastogenesis have yet to be fully elucidated. In the present study, we investigated the potential role of the shiitake mushroom in modulating the differentiation process in which osteoclast precursors are differentiated into mature osteoclast by RANKL. Using solvent fractionation methods, we discovered that the ethyl acetate fraction of aqueous extracts of *L. edodes* had strong anti-osteoclastogenic activity. Recently, Fang et al. showed that an ethyl acetate fraction of aqueous methanol extracts of shiitake mushroom induced apoptosis in cancer cells by arresting cell cycle [15]. It will be interesting to examine the effects of the LEA used in this study on other biological activities.

Our transcriptome analysis demonstrated that LEA negatively regulated a set of osteoclast-related gene expression. It is noteworthy that LEA significantly inhibited RANKL-induced NFATc1 expression, which is a key transcription factor for osteoclastogenesis. Additionally, GSEA analysis suggested that LEA treatment controlled expressions of *Tnfrsf11a/Rank*, which is a key regulator of osteoclastogenesis via RANKL-RANK signaling (Figure 2E) [29]. 

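Tnfrsf11a, which encodes RANK, the receptor of RANKL, did not pass the limits for LEA. It was at 46.1 ± 1.14 FPKM without RANKL, 66.1 ± 5.39 FPKM with RANKL and 54.0 ± 1.59 FPKM with RANKL and LEA (SD, n = 2 each). The change with LEA was a log2 fold change of −0.29 (standard error 0.10, limma adjusted p = 0.128), and that with RANKL a log2 fold change of 0.52 (standard error 0.10, limma adjusted p = 0.00371), below 1.5-fold. Of 31 measured genes of RANK and costimulatory signalling, 1 was higher with LEA and none was lower (the same when adjusted over the list alone), with a camera adjusted p of 0.182. This list does not hold Oscar, a costimulatory receptor that was called lower with LEA in the fit of all 6 libraries. The gene that rose was Trem2, a receptor that signals through the adaptor DAP12 (log2 fold change 0.91, standard error 0.15, limma adjusted p = 0.0140). Tnfrsf11a lies on chromosome 1 of mm10 from 105780723 to 105847981. Over the alternative settings its log2 fold change with LEA ran from −0.37 to −0.21, with no call in any of them. The call of Trem2 ended without any 1 of the 4 RANKL or RANKL + LEA libraries (highest limma adjusted p 0.117).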

DEG analysis, however, showed that *Rank* gene is not significant with a cutoff of FDR-adjusted *p* < 0.05 and 1.5-fold (Figure 2C and Supplementary Table SII). Moreover, our qRT-PCR study clearly revealed that LEA treatment had no apparent effect on MCSF- or RANKL-mediated *Rank* expression (Supplementary Figure S2). These results indicate that LEA may suppress *Nfatc1* expression by regulating RANK downstream rather than *Rank* expression. 

NFATc1 expression during osteoclastogenesis is tightly regulated via the NF-κB and c-Fos signaling pathways [7,30]. The NF-κB components p65 and p50 are recruited to *Nfatc1* promoter upon RANKL stimulation. Calcium signal-induced activation of NFATc1 also triggers *Nfatc1* expression by binding to its own promoter in cooperation with c-Fos [31]. In our study, LEA did not affect cellular signaling of NF-κB and c-Fos activation, as well as their transcription and translation. Interestingly, LEA selectively abolished NF-κB/NFATc1 transactivation for NFATc1 expression and did partially affect c-Fos transactivation. These results suggest that LEA might block p65 and NFATc1 localization at the *Nfatc1* promoter. Similarly, Ha et al. observed that water extract of Uncaria sinensis inhibits RANKL-induced NF-κB transactivation without modulating the activation of MAPK and NF-κB by RANKL [32]. Additional studies are needed to understand the exact mechanism underlying the effect of LEA on NFATc1 expression.

Since LEA efficiently suppressed osteoclast differentiation in this study, we anticipate that LEA will be effective for osteoporosis treatment. GIO is one of the serious side effects of glucocorticoid treatment, resulting in vertebra fractures. Recent studies revealed that glucocorticoids produce osteoporosis simultaneously by stimulating osteoclastogenesis and attenuating osteoblast formation [2,4]. Furthermore, we and others have shown that prednisolone treatment induces an osteoporosis phenotype in zebrafish larvae [26,27]. Based on our findings that LEA treatment prevented bone loss in a zebrafish GIO model, we believe that LEA prevents glucocorticoid-induced bone loss by affecting both osteoclasts and osteoblasts. Further studies are required to isolate bioactive compounds from LEA. Nevertheless, our present results indicate that LEA could have therapeutic value in treating GIO.

## 4. Materials and Methods

### 4.1. Preparation of Water Extract and Its Fractions Using L. edodes

Fresh fruiting bodies of *L. edodes* strain Chamaram were sliced and freeze-dried for 72 h. 150 g of the freeze-dried materials were soaked in various solvents (water, ethyl acetate, or ethanol) for 6 h and sonicated for 1 h in an ultrasonic bath (DAIHAN-Sci, Seoul, Korea). After filtration, each extract was evaporated using a rotary vacuum evaporator (RV8, Germany). The solvent fractions of crude water extract have been prepared as previously described with minor modifications [33]. The crude water extract (59.5 g) was suspended in water, and then sequentially partitioned with equal volume of hexane, ethyl acetate (EtOAc) and n-butanol (BuOH). The remaining aqueous extract was used as an aqueous fraction. Each fraction was evaporated using vacuum evaporator. The yields afforded EtOAc (1.6% *w/w*), BuOH (7.7% *w/w*) and aqueous (90.7% *w/w*) fractions. The hexane fraction exhibited the lowest yield of 0.01%, thus, this fraction was excluded from the next analysis.

### 4.2. Osteoclast Differentiation and TRAP Staining

Osteoclast precursor cells were prepared as previously described [34]. In brief, bone marrow cells were collected by flushing tibias and femurs from six- to eight week-old ICR male mice. Cells were cultured in α-minimum essential medium supplemented with 10% FBS and M-CSF (5 ng/mL) for 16 h. Non-adherent cells were harvested and cultured with M-CSF (30 ng/mL) for three days. Suspended cells were removed and adherent cells were used as OCP cells. Osteoclast differentiation were performed as recently described [35]. Briefly, OCP cells were cultured in 48-well plates with 30 ng/mL of M-CSF and 100 ng/mL of RANKL, in the presence or absence of LEA (10 μg/mL). On day 3, the cells were fixed with 3.7% formaldehyde in phosphate-buffered saline and stained for TRAP using an acid phosphatase leukocyte kit (Sigma-Aldrich, St. Louise, MO, USA). TRAP-positive, multinucleated cells containing three or more nuclei were counted as osteoclasts under a light microscope. 

### 4.3. Cell Viability Assay

To examine the effect of *L. edodes* on cell proliferation, osteoclast precursor cells were treated with the extracts of the *L. edodes* (EtOAc, ethanol, and water) or the fractions of the *L. edodes* (EtOAc, BuOH, and aqueous), and MTT assays were performed after 24 or 48 h using Cell Proliferation KIT 1 (Roche Diagnostics, Mannheim, Germany).

### 4.4. RNA-seq

Total RNA was isolated using RNeasy Mini kit (Qiagen, Hilden, Germany). Libraries were prepared from 2 μg of total RNA using the SMARTer Stranded RNA-Seq Kit (Clontech Laboratories, Inc., Palo Alto, Santa Clara, CA, USA). High-throughput sequencing was performed as paired-end 100 sequencing using HiSeq 2500 (Illumina, Inc., San Diego, CA, USA). mRNA-Seq reads were mapped to reference mouse genome (mm10 assembly) using HISAT2 with default parameters. RNA expression was quantified using the analyzeRepeats.pl command in HOMER. DEGs were assessed with DESeq2 using getDiffExpression.pl in HOMER. The Cut-offs parameters for significantly up- or down-regulated genes were set at fold change  ≥1.5 and FDR < 0.05 (Benjamin-Hochberg). To generate the heatmap of K-means clustering, we used the Morpheus web site (https://software.boradinstitute.org/morpheus/). To find GO terms enriched in DEGs, we performed Metascape tool [36]. Gene Set Enrichment Analysis were performed on the entire genes (a total of 24940 genes) using MsigDB gene sets [37].

### 4.5. RT-qPCR

Total RNA was isolated from osteoclasts and reverse-transcribed using the Moloney Murine Leukemia Virus(M-MLV) reverse transcriptase (Promega, Madison, WI, USA). Real-time PCR was performed using IQ SYBR Green SuperMix (Bio-Rad, Hercules, CA, USA). The sequences of primers used for qPCR were as follows: *Nfatc1* 5′-CTCGAAAGACAGCACTGGAGCAT-3′ (forward) and 5′-CGGCTGCCTTCCGTCTCATAG-3′ (reverse); *p65* 5′-GGAGTTCCAGTACTTGCC-3′ (forward) and 5′-GTCCTTTTGCGCTTCTCT-3′ (reverse); *c-Fos* 5′-CCAGTCAAGAGCATCAGCAA-3′ (forward) and 5′-AAGTAGTCGCAGCCCCGAGTA-3′ (reverse); *DC-stamp* 5′-CCGCTGTGGACTATCTGCTG-3′ (forward) and 5′-CTCAATGGCTGCTTTGATCG-3′ (reverse); *OC-stamp* 5′-CTGTGGTGCCAAACGTCTTA-3′ (forward) and 5′-TCTCCTGAGTGATCGTGTGC-3′ (reverse); *Traf6* 5′-AAACCACGAAGAGGTCATGG-3′ (forward) and 5′-GCGGGTAGAGACTTCACAGC-3′ (reverse); *Oscar* 5′-CTGCTGGTAACGGATCAGCTCCCCAGA-3′ (forward) and 5′-CCAAGGAGCCAGAACCTTCGAAACT-3′ (reverse); *Rank* 5′- GCTGGCTACCACTGGAACTC-3′ (forward) and 5′-GTGCAGTTGGTCCAAGGTTT (reverse).

### 4.6. Western Blot Analysis

Whole cell lysates were prepared with lysis buffer (25 mM Tris, pH 7.9, 150 mM NaCl, 0.5% NP-40, 1 mM EDTA, 5% glycerol, protease inhibitor cocktails, 1 mM sodium orthovanadate, and 2.5 mM sodium pyrophosphate). Protein concentration of cell lysates was determined by the Protein Assay Kit (iNtRON biotechnology, Inc., Seoul, Korea). Cell lysates were separated by SDS-PAGE and transferred to PVDF membranes (GE Healthcare, Freiburg, Germany), and subject to Western blotting using the indicated antibodies. The antibodies used in this study were as follows: p-Akt, Akt, p-ERK and ERK antibodies from Cell Signaling Technology (Danvers, MA, USA); p-IκB, NFATc1 and p65 antibodies from Santa Cruz (Santa Cruz, CA, USA); IκB and β-Actin antibodies from Sino Biological (Beijing, China); and p-p38, p38, p-JNK, JNK, and c-Fos antibodies from Millipore (Burlington, MA, USA).

### 4.7. Reporter Gene Assay

293T cells were plated in 12-well plates at 80% confluence and transfected with an *Nfatc1-Luc* reporter plasmid and expression vectors for *c-Fos*, *p65*, and *Nfatc1* in the presence or absence of LEA (10 μg/mL) for 24 h. Cells were lysed in Reporter Lysis buffer (Promega, Madison, WI, USA) and assayed for luciferase activity using SpectraMax i3x (Molecular Devices, San Jose, CA, USA). 

### 4.8. Fish Maintenance and Drug Treatment

Zebrafish were raised under standard maintaining conditions in a circulating water system at 28 °C, with day–night (14 h light/10 h dark) cycles. The fish were fed live brine shrimp three times a day. The male and female zebrafish with high potential to produce fertilized eggs were chosen for spawning. After removing the unfertilized eggs, embryos were kept at 28 °C, with day–night (14 h light/10 h dark) cycles. At 10 dpf, the larvae were treated with 25 µM prednisolone of LEA (10 μg/mL). At 13 dpf, the larvae were collected for whole-mount skeletal staining. All experimental protocols were approved by the Animal Care and Use Committee of the Chungbuk National University (CBNUA-1244-19-02, 8 March 2019).

### 4.9. Whole-Mount Skeletal Staining

Alizarin red staining on zebrafish larvae was performed as previously described [35]. Briefly, larvae at 13 dpf were fixed in 10% neutral buffered formalin. After bleaching pigmentation with 3% H_2_O_2_ solution, the larvae were stained with 1 mg/mL alizarin red stain/1% KOH, pH 4.2 and then sequentially washed with 20% glycerol/1% KOH, 40% glycerol/1% KOH, and 60% glycerol/1% KOH. Images of stained larvae were obtained using a stereo microscope SMZ18 (Nikon, Tokyo, Japan). For quantification of bone mineral density, the areas of the first ten stained vertebrae (V1–V10) were calculated using the ImageJ densitometry program.

### 4.10. Statistical Analysis

All quantitative data were presented as mean ± SD. GraphPad Prism (GraphPad Software Inc. La Jolla, CA, USA) was used for all analyses. Statistical analysis was done using the one-way ANOVA test, followed by Tukey’s Multiple Comparison Test.

### 4.11. Accession Numbers

RNA-seq datasets were deposited at NCBI Gene Expression Omnibus (GSE 142866).

## Figures and Tables

**Figure 1:**
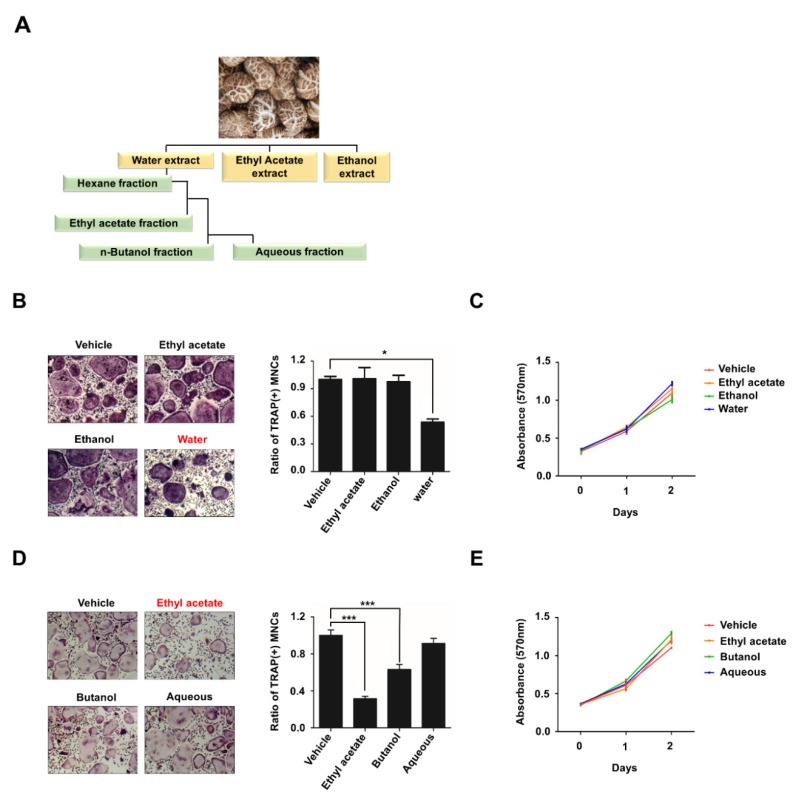
Ethyl acetate fraction of aqueous extract of *Lentinula edodes* inhibits RANKL-mediated osteoclastogenesis. (**A**) Schematic representation showing the extraction and fractionation of anti-osteoclastic compounds from *L. edodes*. (**B**) BMMs were treated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the presence or absence of 10 μg/mL three extract (water extract, ethyl acetate extract, ethanol extract) of *L. edodes* for three days, and osteoclast formation was examined by tartrate-resistant acid phosphatase (TRAP) staining (**left**) and counting the number of TRAP-positive multinuclear osteoclasts (**right**). (**C**) BMMs were treated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the presence of the extracts as in (**B**), and cell proliferation was measured by MTT assays. (**D**) BMMs were treated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the presence of four fractions (10 μg/mL) of water extract of *L. edodes* for three days, and osteoclast differentiation was assessed by TRAP staining (left) and the number of TRAP-positive multinuclear osteoclasts (right) was counted. (**E**) BMMs were treated with the fractions as in (D), and cell proliferation was measured by MTT assays. Error bars represent the mean result ± SD of three independent experiments; * *p* < 0.05, *** *p* < 0.001.

**Figure 2:**
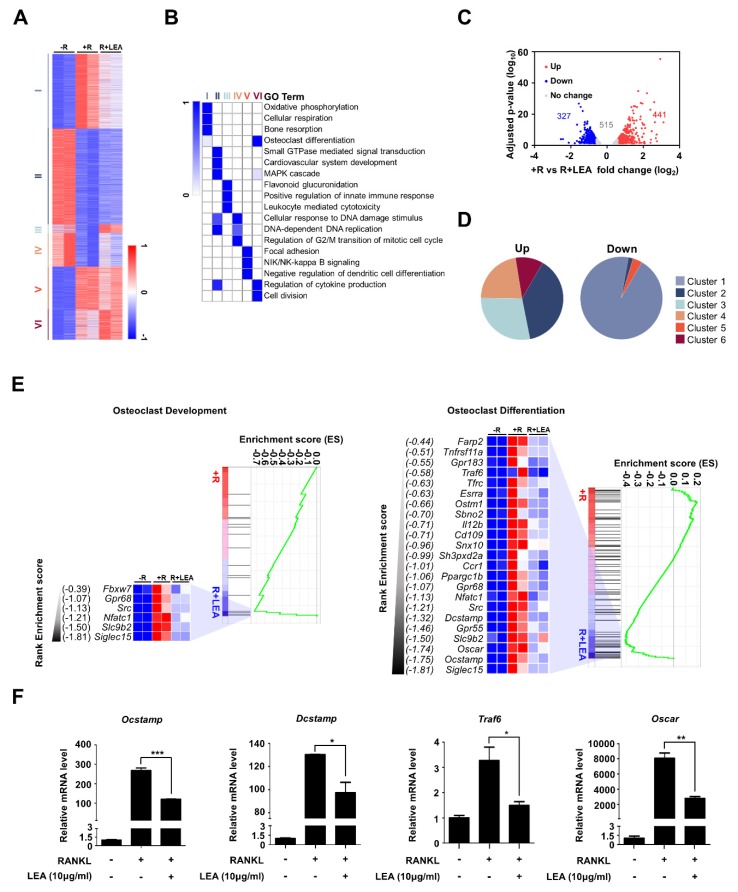
LEA alters gene expression profiling in BMMs. (**A**) K-means (K = 6) clustering of 4740 differentially expressed genes (DEGs) in any pairwise comparison among three conditions (−R; no RANKL, +R; RANKL, R + LEA; ethyl acetate fraction of *L. edodes* with RANKL). Clusters are indicated on the left. (**B**) Heatmap showing the *p*-value significance of GO term enrichment for genes in each cluster. (**C**) Volcano plot of transcriptomic changes between +R and R + LEA. Genes with increased (red) or decreased (blue) expression in LEA + RANKL-treated cells relative to RANKL-treated cells were defined based on FDR-adjusted *p* < 0.05 and greater than 1.5-fold expression changes. (**D**) Pie charts showing each cluster portion of as in (**C**). Up: Cluster 1 (0%), Cluster 2 (38.5%), Cluster 3 (28.3%), Cluster 4 (22.2%), Cluster 5(0%), and Cluster 6 (11%). Down: Cluster 1 (94.5%), Cluster 2 (1.8%), Cluster 3 (0%), Cluster 4 (0%), Cluster 5 (3.7%), and Cluster 6 (0%). (**E**) GSEA of 4740 genes as in (**A**) shows the enrichment of genes associated with osteoclast development and osteoclast differentiation. Heatmap represents core enriched genes based on their enrichment score. (**F**) qRT-PCR was performed to quantify relative mRNA levels of the representative genes for osteoclastogenesis. Error bars represent the mean result ± SD of three independent experiments; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
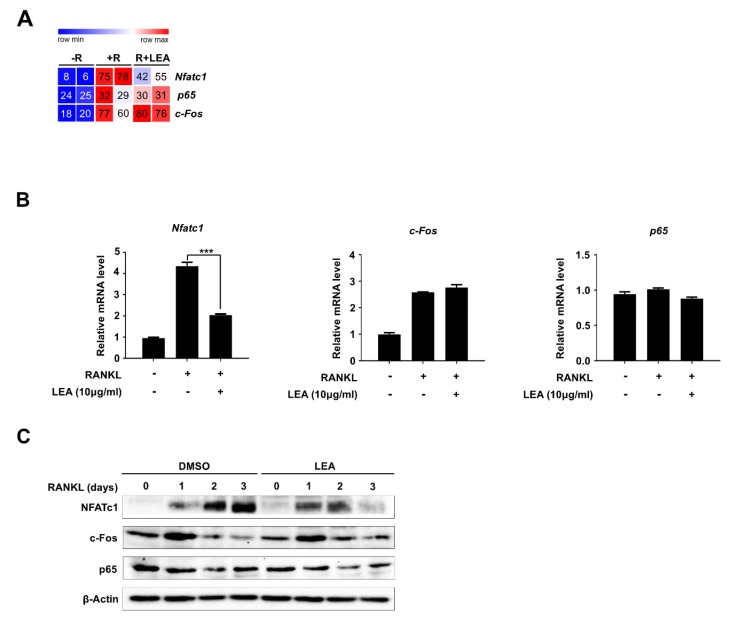
LEA represses RANKL-mediated NFATc1 expression. (**A**) Heatmap showing the reads per kilobase per million (RPKM) of c-Fos, NF-κB and NFATc1. Numbers within the figure indicate RPKM values. (**B**) Total RNA was prepared after treated with M-CSF (30 ng/mL) and RANKL (100 ng/mL) in the presence or absence of LEA (10 μg/mL), and qRT-PCR was performed using primers specific for *Nfatc1*, *c-Fos*, and *p65*. Results represents the means ± SD of three independent experiments. *** *p* < 0.001 versus only RANKL treatment. (**C**) Whole cell lysates were prepared from M-CSF/RANKL-treated BMMs with or without LEA (10 μg/mL) for 0, 1, 2, and 3 days, and analyzed by immunoblotting with NFATc1, c-Fos and p65 antibodies. β-Actin was probed as a loading control.

**Figure 4:**
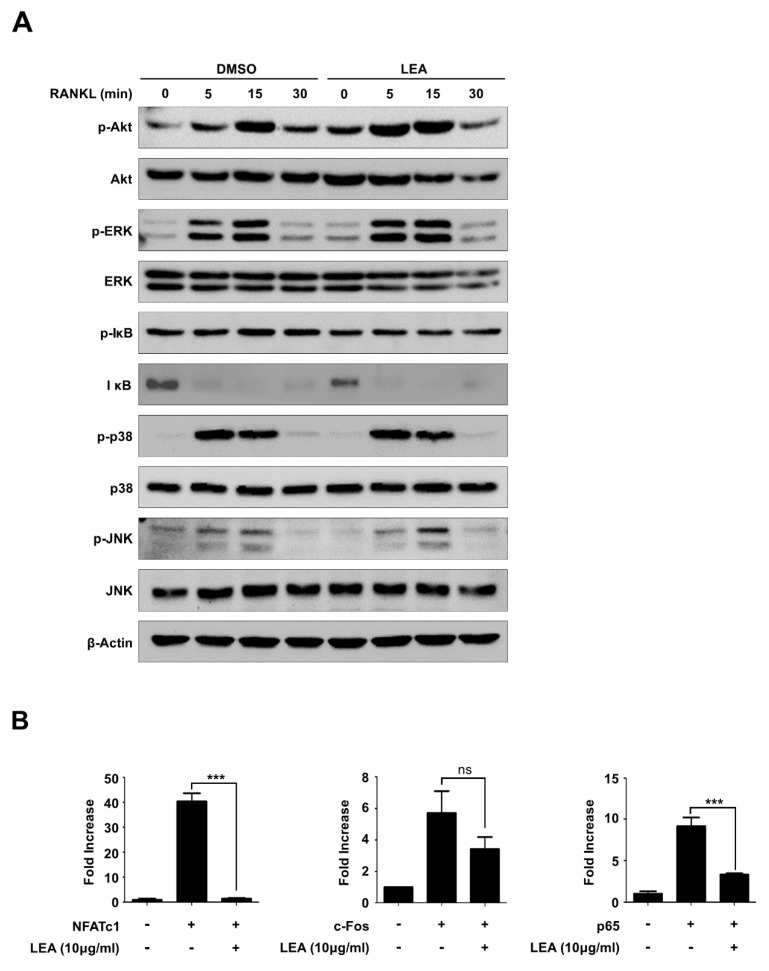
LEA suppresses NFATc1 expression by blocking both NF-κB and NFATc1-mediated transactivity. (**A**) BMMs were pre-treated with DMSO and LEA (10 μg/mL) for 1 h, and stimulated with RANKL for 0, 5, 15, and 30 min. The cells were lysed and immunoblotted with antibodies against p-Akt, Akt, p-ERK, ERK, p-IκB, IκB, p-p38, p38, p-JNK, and JNK. Band intensities were normalized to β-Actin control. (**B**) 293T cells were transiently transfected with the reporter plasmid *Nfatc1-Luc* along with *c-Fos*, *p65*, or *Nfatc1* in the presence or absence of LEA (10 μg/mL). Luciferase activity was measured after 24 h post-transfection using Luciferase assay kit (Promega, Madison, WI, USA). Each bar represents the means ± S.D. of three independent experiments. *** *p* < 0.001. ns = not significant.

**Figure 5:**
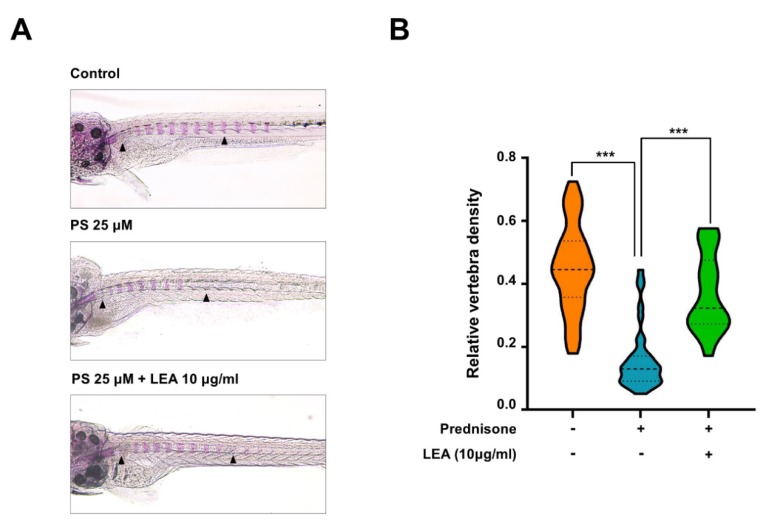
Anti-osteoporotic effect of LEA in a model of prednisolone-induced osteoporosis in zebrafish. (**A**) The larvae at 10 dpf (days post-fertilization) were treated with 25 µM prednisolone (PS) in the presence or absence of LEA (10 μg/mL) for 3 days. Whole-mount Alizarin red staining was performed to analyze the mineralized bone. Arrowheads indicate the bone Alizarin red staining. (**B**) Relative vertebral bone density was assessed by measuring the areas of the first ten stained vertebrae (V1–V10, indicated by arrowhead in (A)). *** *p* < 0.001 versus only prednisolone treatment.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/4/1347/s1.

## Abbreviations

RANKL	Receptor activator of the NF-κB ligand
BMM	Bone marrow-derived macrophage
GIO	Glucocorticoid-induced osteoporosis
TRAP	Tartrate resistant acid phosphatase

## References

[1] Florencio-Silva R., Sasso G.R., Sasso-Cerri E., Simoes M.J., Cerri P.S. (2015). Biology of Bone Tissue: Structure, Function, and Factors That Influence Bone Cells. BioMed Res. Int..

[2] Crockett J.C., Rogers M.J., Coxon F.P., Hocking L.J., Helfrich M.H. (2011). Bone remodelling at a glance. J. Cell Sci..

[3] Sobacchi C., Schulz A., Coxon F.P., Villa A., Helfrich M.H. (2013). Osteopetrosis: Genetics, treatment and new insights into osteoclast function. Nat. Rev. Endocrinol..

[4] Canalis E., Giustina A., Bilezikian J.P. (2007). Mechanisms of anabolic therapies for osteoporosis. N. Engl. J. Med..

[5] Charles J.F., Aliprantis A.O. (2014). Osteoclasts: More than ‘bone eaters’. Trends Mol. Med..

[6] Yi S.J., Lee H., Lee J., Lee K., Kim J., Kim Y., Park J.I., Kim K. (2019). Bone Remodeling: Histone Modifications as Fate Determinants of Bone Cell Differentiation. Int. J. Mol. Sci..

[7] Kim J.H., Kim N. (2014). Regulation of NFATc1 in Osteoclast Differentiation. J. Bone Metab..

[8] Lee N.K., Choi Y.G., Baik J.Y., Han S.Y., Jeong D.W., Bae Y.S., Kim N., Lee S.Y. (2005). A crucial role for reactive oxygen species in RANKL-induced osteoclast differentiation. Blood.

[9] Boyce B.F., Yamashita T., Yao Z., Zhang Q., Li F., Xing L. (2005). Roles for NF-kappaB and c-Fos in osteoclasts. J. Bone Miner. Metab..

[10] Cherian K.E., Kapoor N., Paul T.V. (2017). Glucocorticoid-induced Osteoporosis. Indian J. Endocrinol. Metab..

[11] Rodan G.A., Fleisch H.A. (1996). Bisphosphonates: Mechanisms of action. J. Clin. Investig..

[12] Cheon Y.H., Baek J.M., Park S.H., Ahn S.J., Lee M.S., Oh J., Kim J.Y. (2015). *Stauntonia hexaphylla* (*Lardizabalaceae*) leaf methanol extract inhibits osteoclastogenesis and bone resorption activity via proteasome-mediated degradation of c-Fos protein and suppression of NFATc1 expression. BMC Complement. Altern. Med..

[13] Hwang Y.H., Jang S.A., Kim T., Ha H. (2019). Forsythia suspensa Protects against Bone Loss in Ovariectomized Mice. Nutrients.

[14] Bisen P.S., Baghel R.K., Sanodiya B.S., Thakur G.S., Prasad G.B. (2010). *Lentinus edodes*: A macrofungus with pharmacological activities. Curr. Med. Chem..

[15] Fang N., Li Q., Yu S., Zhang J., He L., Ronis M.J., Badger T.M. (2006). Inhibition of growth and induction of apoptosis in human cancer cell lines by an ethyl acetate fraction from shiitake mushrooms. J. Altern. Complement. Med..

[16] Finimundy T.C., Gambato G., Fontana R., Camassola M., Salvador M., Moura S., Hess J., Henriques J.A., Dillon A.J., Roesch-Ely M. (2013). Aqueous extracts of *Lentinula edodes* and *Pleurotus sajor-caju* exhibit high antioxidant capability and promising in vitro antitumor activity. Nutr. Res..

[17] Gu Y.H., Belury M.A. (2005). Selective induction of apoptosis in murine skin carcinoma cells (CH72) by an ethanol extract of *Lentinula edodes*. Cancer Lett..

[18] Hirasawa M., Shouji N., Neta T., Fukushima K., Takada K. (1999). Three kinds of antibacterial substances from *Lentinus edodes* (Berk.) Sing. (Shiitake, an edible mushroom). Int. J. Antimicrob. Agents.

[19] Huang W., Kim J.S., Chung H.Y. (2011). Antioxidant activity and total phenolic content in shiitake mycelial exudates. Nat. Prod. Commun..

[20] Lull C., Wichers H.J., Savelkoul H.F. (2005). Antiinflammatory and immunomodulating properties of fungal metabolites. Mediat. Inflamm..

[21] Tanaka K., Matsui Y., Ishikawa S., Kawanishi T., Harada M. (2012). Oral ingestion of Lentinula edodes mycelia extract can restore the antitumor T cell response of mice inoculated with colon-26 cells into the subserosal space of the cecum. Oncol. Rep..

[22] Saif A., Wende K., Lindequist U. (2013). In vitro bone inducing effects of *Lentinula edodes* (shiitake) water extract on human osteoblastic cell cultures. Nat. Prod. Bioprospecting.

[23] Negishi-Koga T., Takayanagi H. (2009). Ca2+-NFATc1 signaling is an essential axis of osteoclast differentiation. Immunol. Rev..

[24] Ross F.P. (2006). M-CSF, c-Fms, and signaling in osteoclasts and their precursors. Ann. N. Y. Acad. Sci..

[25] Wada T., Nakashima T., Hiroshi N., Penninger J.M. (2006). RANKL-RANK signaling in osteoclastogenesis and bone disease. Trends Mol. Med..

[26] Barrett R., Chappell C., Quick M., Fleming A. (2006). A rapid, high content, in vivo model of glucocorticoid-induced osteoporosis. Biotechnol. J..

[27] He H., Wang C., Tang Q., Yang F., Xu Y. (2018). Possible mechanisms of prednisolone-induced osteoporosis in zebrafish larva. Biomed. Pharmacother. Biomed. Pharmacother..

[28] Erjavec I., Brkljacic J., Vukicevic S., Jakopovic B., Jakopovich I. (2016). Mushroom Extracts Decrease Bone Resorption and Improve Bone Formation. Int. J. Med. Mushrooms.

[29] Jones D.H., Kong Y.Y., Penninger J.M. (2002). Role of RANKL and RANK in bone loss and arthritis. Ann. Rheum. Dis..

[30] Takayanagi H., Kim S., Koga T., Nishina H., Isshiki M., Yoshida H., Saiura A., Isobe M., Yokochi T., Inoue J. (2002). Induction and activation of the transcription factor NFATc1 (NFAT2) integrate RANKL signaling in terminal differentiation of osteoclasts. Dev. Cell.

[31] Asagiri M., Sato K., Usami T., Ochi S., Nishina H., Yoshida H., Morita I., Wagner E.F., Mak T.W., Serfling E. (2005). Autoamplification of NFATc1 expression determines its essential role in bone homeostasis. J. Exp. Med..

[32] Ha H., Shim K.S., Ma J.Y. (2017). Water extract of *Uncaria sinensis* suppresses RANKL-induced bone loss by attenuating osteoclast differentiation and bone resorption. Integr. Med. Res..

[33] Geidam Y.A., Ambali A.G., Onyeyili P.A. (2007). Phytochemical Screening and Antibacterial Properties of Organic Solvent Fractions of *Psidium guajava* Aqueous Leaf Extracts. Int. J. Pharmacol..

[34] An D., Kim K., Lu W. (2014). Defective entry into mitosis 1 (Dim1) negatively regulates osteoclastogenesis by inhibiting the expression of nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1 (NFATc1). J. Biol. Chem..

[35] Kim Y., Kim J., Lee H., Shin W.R., Lee S., Lee J., Park J.I., Jhun B.H., Kim Y.H., Yi S.J. (2019). Tetracycline Analogs Inhibit Osteoclast Differentiation by Suppressing MMP-9-Mediated Histone H3 Cleavage. Int. J. Mol. Sci..

[36] Zhou Y., Zhou B., Pache L., Chang M., Khodabakhshi A.H., Tanaseichuk O., Benner C., Chanda S.K. (2019). Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. Nat. Commun..

[37] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

# Supplementary material for: Ethyl Acetate Fraction of Aqueous Extract of Lentinula edodes Inhibits Osteoclastogenesis by Suppressing NFATc1 Expression
**Source:** Int J Mol Sci. 2020 Feb 17;21(4):1347. doi: 10.3390/ijms21041347
**Supplement:** Supplementary file 1

**Ethyl acetate fraction of aqueous extract of *Lentinula edodes* inhibits osteoclastogenesis by suppressing NFATc1 expression**

Hyerim Lee, Kyubin Lee, Sheunghun Lee, Jisu Lee, Won Tae Jeong, Heung Bin Lim, Tae Kyung Hyun, Sun-Ju Yi, and Kyunghwan Kim

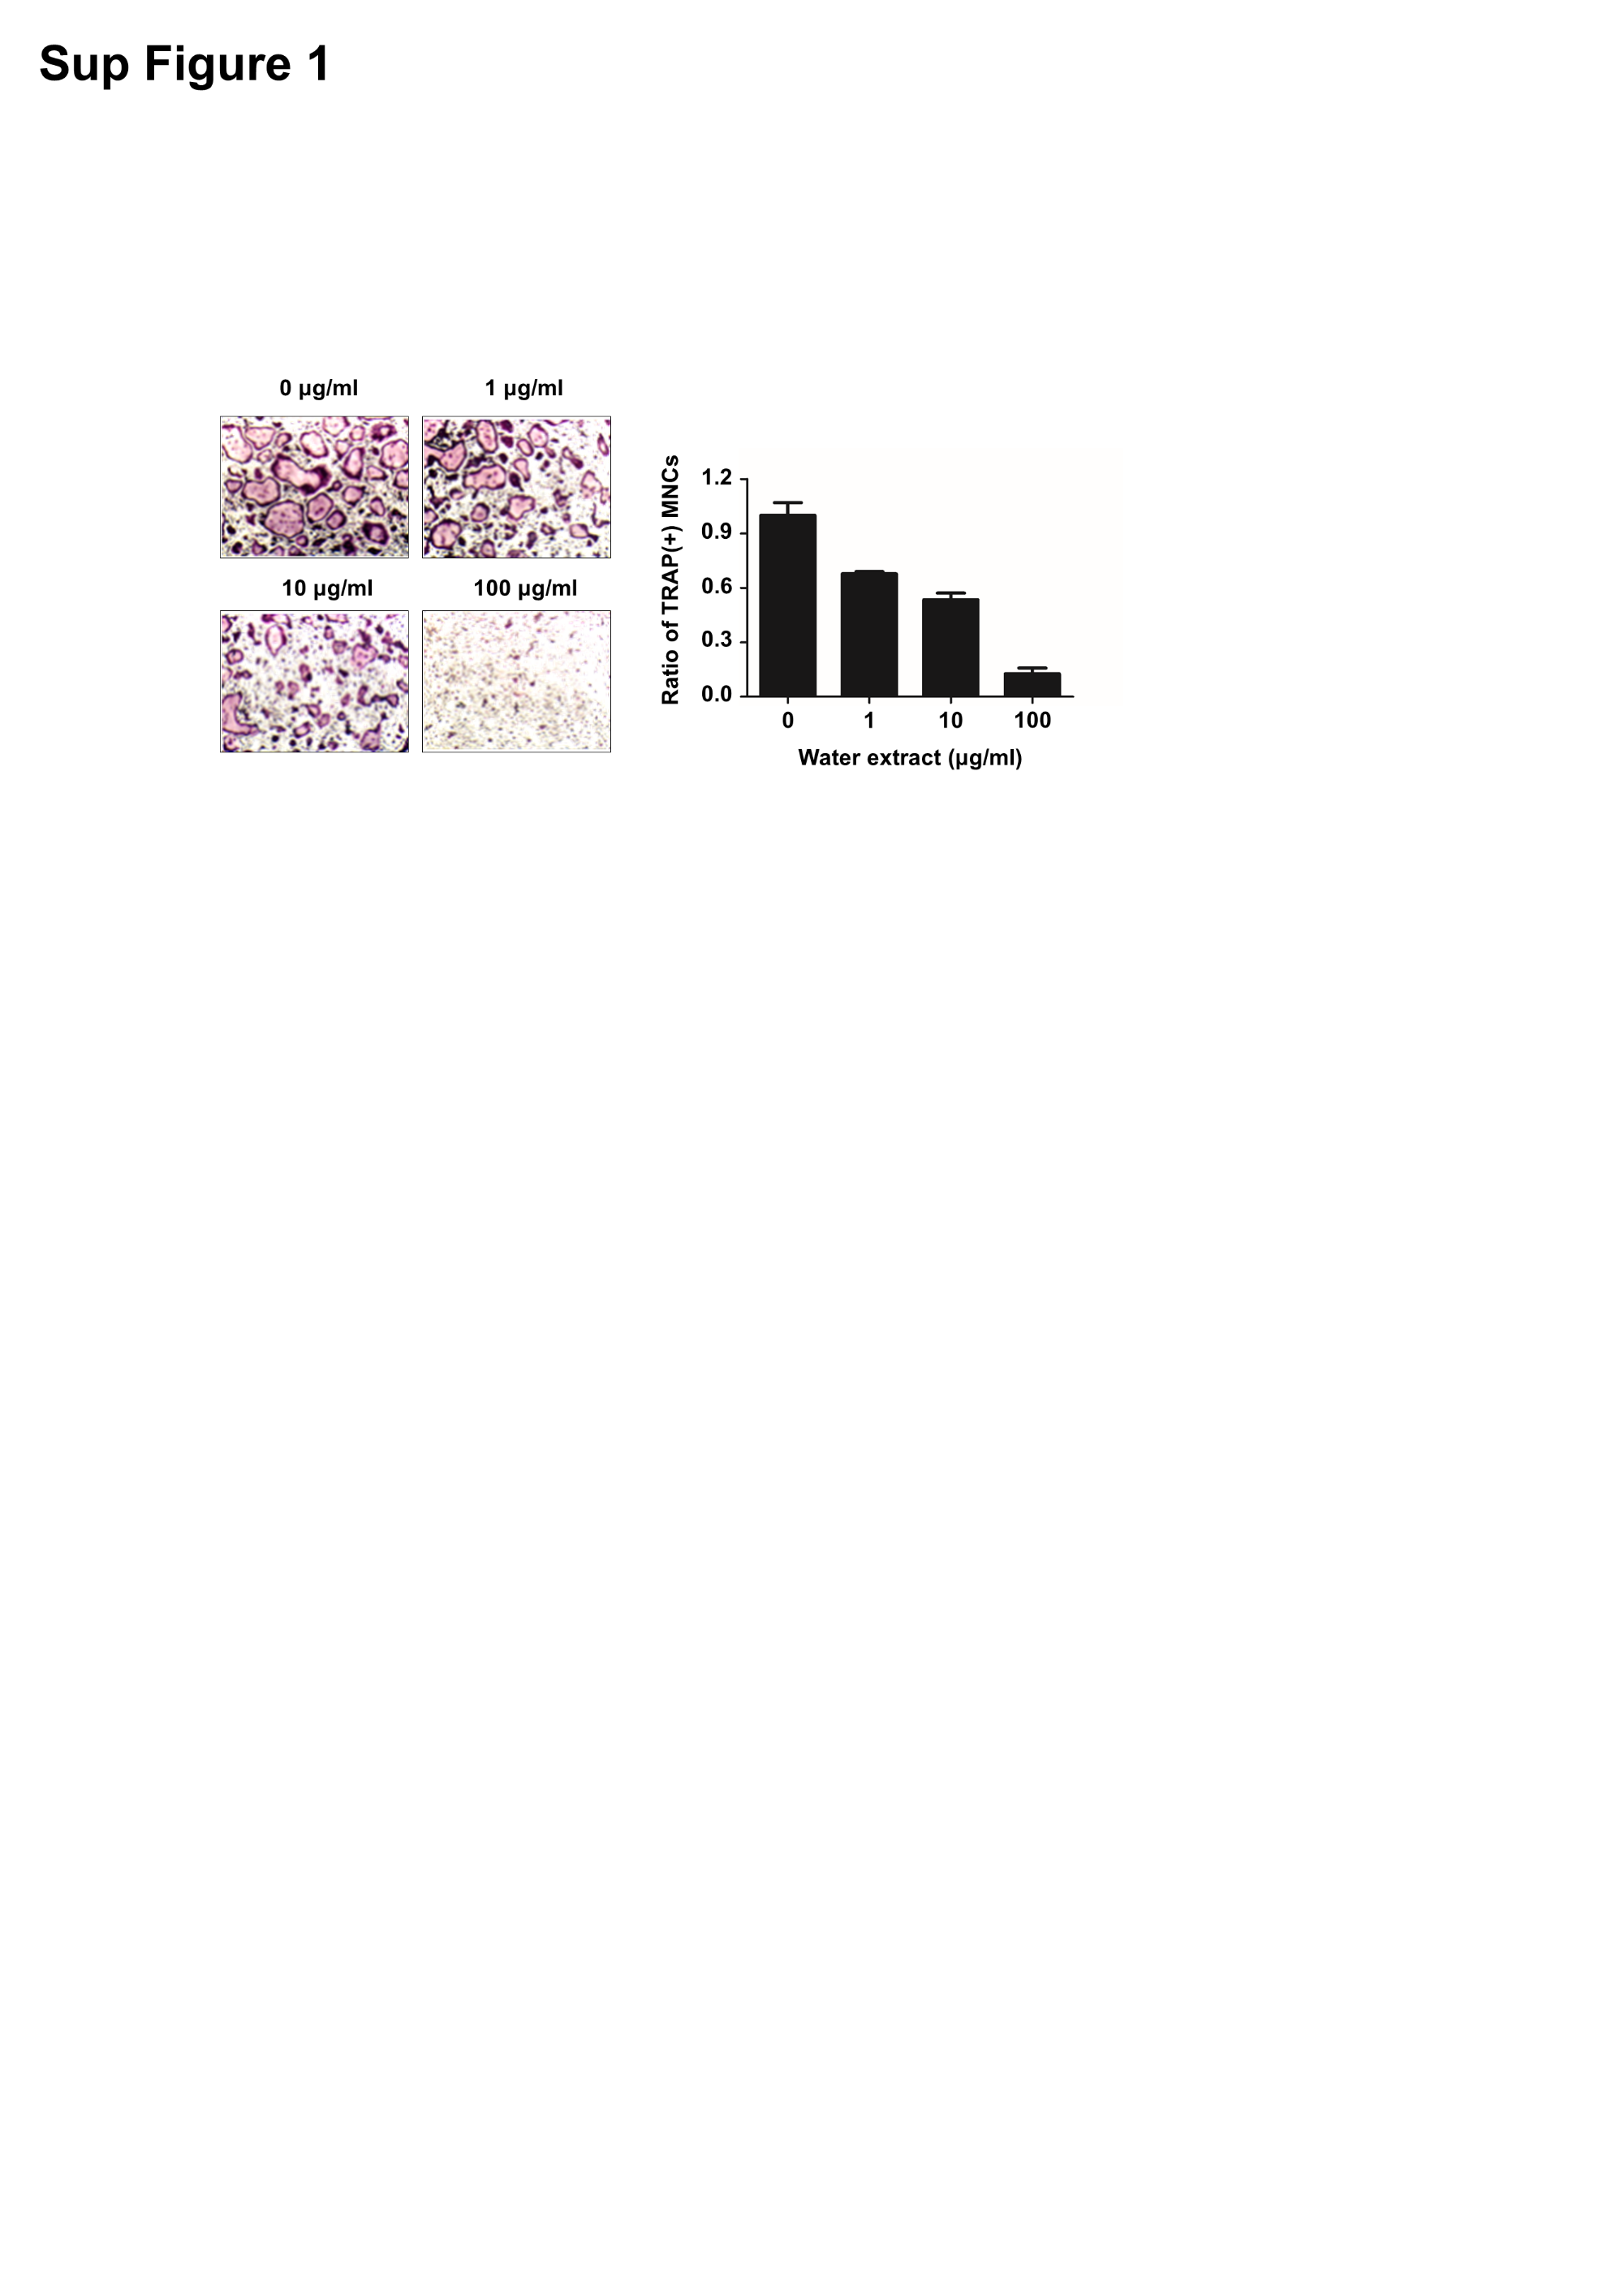

**Figure S1.**Inhibitory effect of water extract of *L. edodes* on osteoclastogensis.

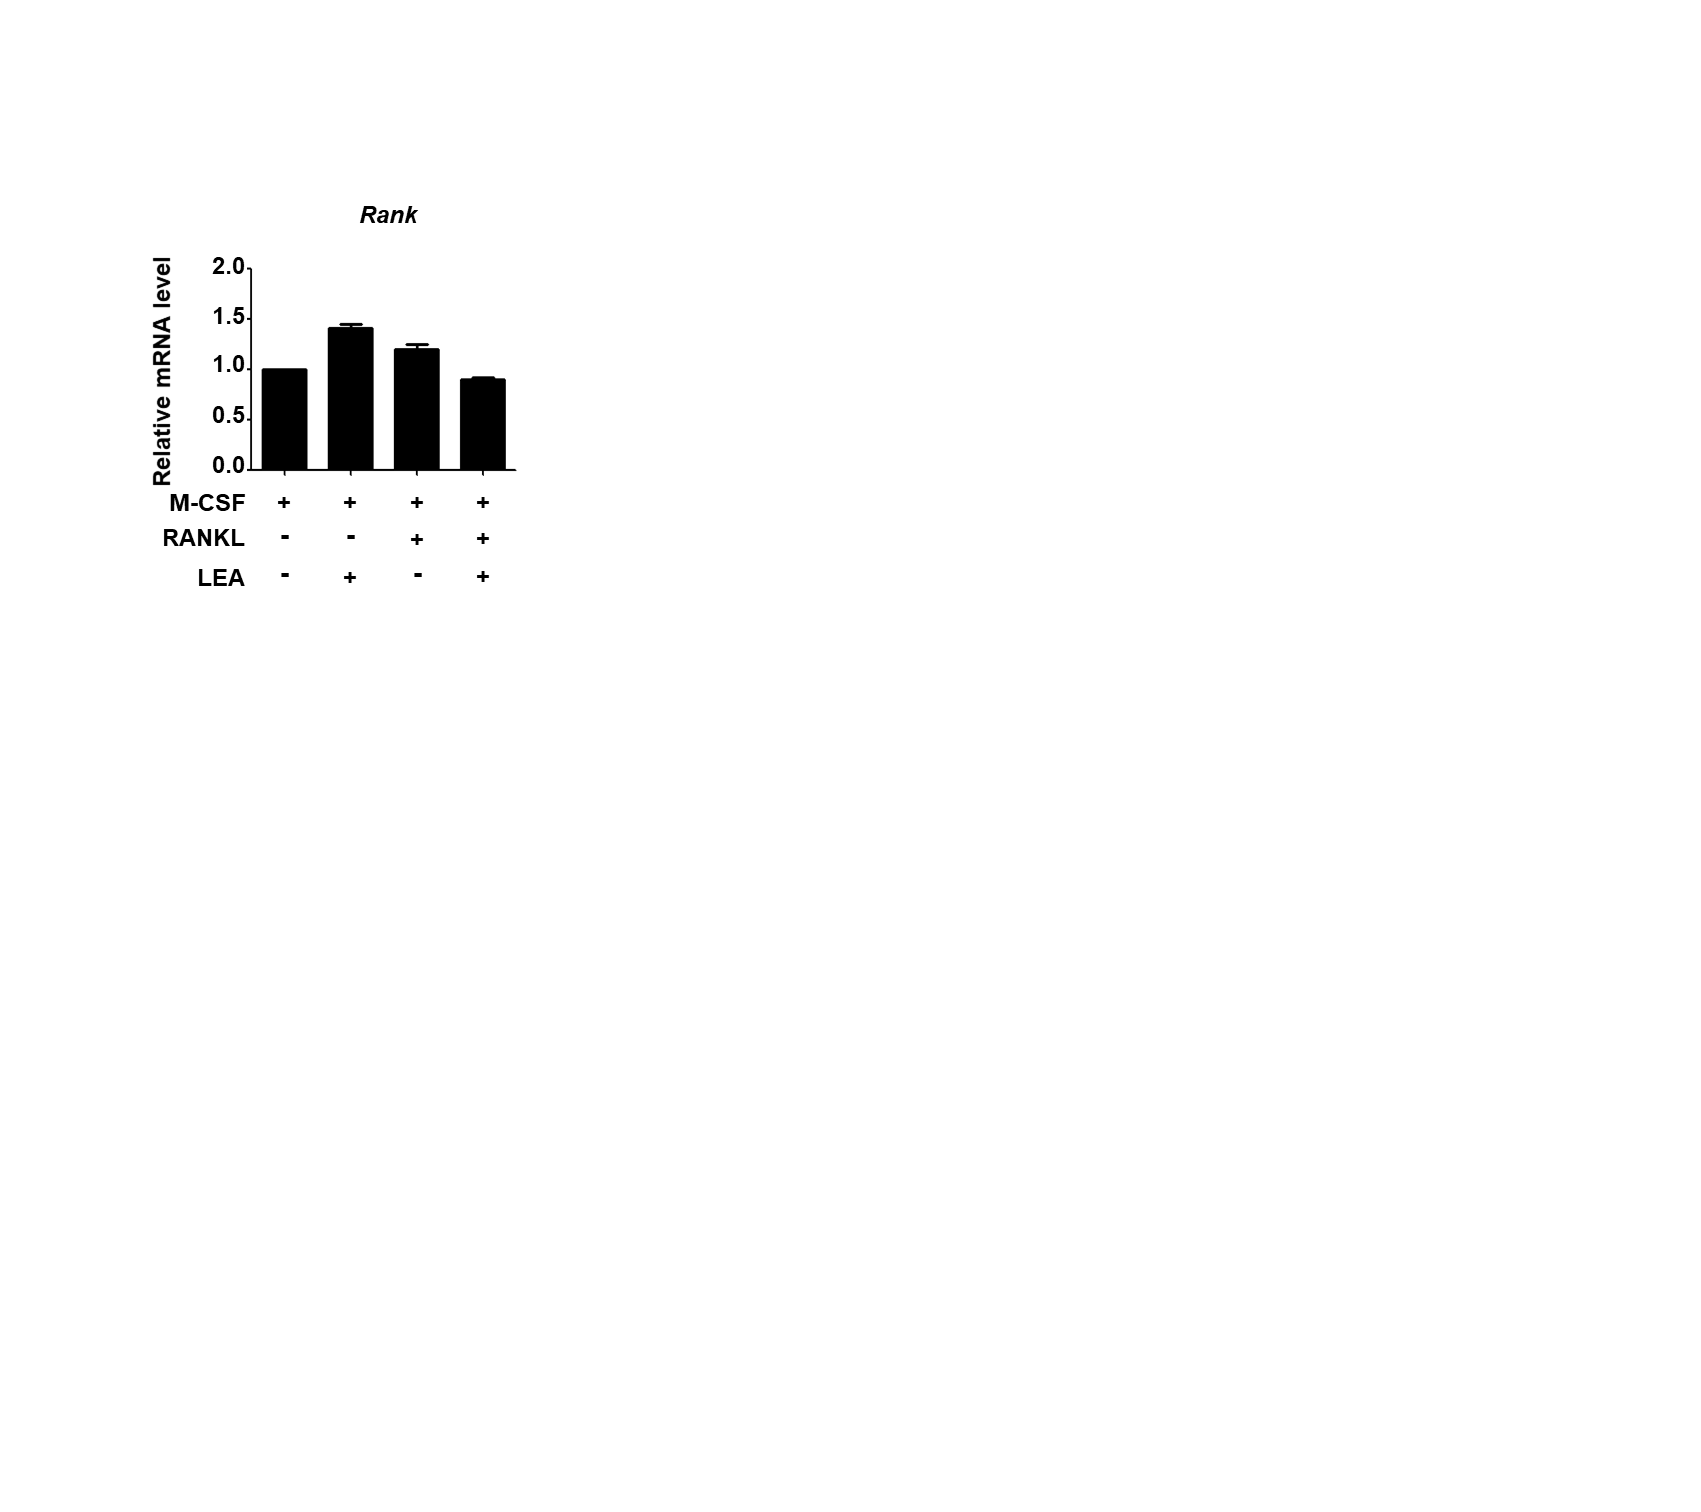

**Figure S2.  E**ffect of LEA on M-CSF- or RANKL-mediated RANK expression.

How the deposited data were processed for this re-analysis (not part of the article)

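RNA-seq of bone marrow-derived macrophages covered 3 conditions with 2 libraries each: no RANKL, RANKL, and RANKL + LEA. The authors mapped the reads to mm10 with HISAT2 and deposited FPKM values that HOMER counted on the exons of 1 RefSeq transcript per gene, from both strands and for each library apart. The versions of these tools are not given in the sources used here. The authors tested their own counts with DESeq2, and their deposited table also holds 2 lists of gene symbols, at 1.5-fold and 2-fold, which were used only for overlaps.

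The table holds 24940 genes, of which 26 have dates in place of their symbols, 410 lie in more than 1 genomic copy, and 6379 are at 0 in all libraries. Depth was read from the smallest step of FPKM times exon length, over genes under 3000 bases with up to 20.5 reads and with a tolerance of 0.1 read. All low values were whole multiples of that step in every library. In its own units the step is 1 read, so a gene at the filter of 0.5 FPKM rests on few reads where its exons are short.

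The log2 values of FPKM + 0.1 were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with trend) for the genes at 0.5 FPKM or more in at least 2 libraries. All 6 libraries shared 1 estimate of the spread, with 3 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg within each comparison. A call needed an adjusted p under 0.05 and a change of at least 1.5-fold, and genes induced by RANKL were also counted at 2-fold, as in the paper. With 2 libraries per group, permutation tests, tests for outlying libraries and counts of other splits were not run. The result of 1 gene is not reported here.

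Gene lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, which asks whether the genes of a list move 1 way and does not compare them with other genes. Benjamini-Hochberg adjustment ran over the lists with at least 5 measured members. The lists were osteoclast resorption and attachment, precursor cell fusion, activating transcription factors, repressors of osteoclast differentiation, RANK and costimulatory signalling, oxidative phosphorylation, the tricarboxylic acid cycle, the vacuolar proton pump, mitosis, DNA replication, interferon-stimulated genes, inflammatory cytokines, macrophage identity, NRF2 targets, aryl hydrocarbon receptor targets, the unfolded protein response, cholesterol synthesis, LXR targets, p53 targets, glycolysis, MHC class II and phase II enzymes. Markers of osteoblasts and stroma, T and NK cells, B cells, neutrophils, dendritic cells, mast cells, erythroid cells and endothelium were listed too, with replication-dependent histones, immediate early genes and sex-linked transcripts.

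Genes called in any comparison were grouped by k-means with 6 clusters and 50 starts. The text names every gene of the paper, up to 10 genes with the largest change in each direction for RANKL and for LEA (mean of at least 2 FPKM, no overlap between groups), up to 6 members of each list with the smallest p, and markers with a mean of at least 1 FPKM. Genes outside this rule are marked as named after their values were seen.

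The fit was tested on simulated data for RANKL + LEA against RANKL over 11905 genes. It recovered 21 of 50 genes changed by 0.585 on the log2 scale, 46 of 50 changed by 1, 47 of 50 changed by 1.5 and 50 of 50 changed by 2, and called 11 of 11680 unchanged genes. For RANKL against no RANKL, where no change was simulated, limma had 0 genes at an adjusted p under 0.05. Camera called a list of 25 shifted genes and not a list of 25 unshifted genes. K-means placed 94.1% of gene pairs as simulated. The limit at which this last test stops was lowered after that value was seen. For the test of mixed cells, the genes at least 1.5-fold above both other conditions in 1 library of each were ranked by that excess over the spread expected at their level, and the first 82 were measured in the 3 other libraries.

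Alternatives covered the pseudocount, the filter, the scaling of the libraries, the replicate number as a block, the libraries in the fit, the estimate of the spread, the fold limit, voom on recovered reads, each library left out, and the number, scaling and seed of clusters. A fit with 1 library left out has less power, so a call that ends there does not by itself show a fault of that library. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The paper's qRT-PCR, protein and animal experiments are not analysed here.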

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

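The tests of scaling and gene length for the first pattern, of macrophage identity for oxidative phosphorylation, and of mixed cells and shared reads for the genes above both conditions were chosen only after the result was seen.

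Of the 751 genes called between RANKL + LEA and RANKL, 71.9% were higher with LEA. Scaling per mapped read would move all genes 1 way, but under median-of-ratios scaling and quantile normalization the share stayed above 50%, at its lowest 57.2% (lower Wilson bound 53.7%). That bound treats genes as independent although all share the same libraries, so it does not measure the spread between libraries. Gene length did not account for the excess of increases either, since the share was 69.2%, 76.9% and 69.1% among short, middle and long genes. The size of the excess still depends on the scaling. A partial return to the state without RANKL was not tested as its cause. RANKL lowered 416 of the 540 genes higher with LEA, but it also raised 192 of the 211 genes lower with LEA. It raised and lowered 2125 genes each in all. These overlaps, which share libraries, hold in both directions and so do not say why increases were more common.

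All 75 measured genes of oxidative phosphorylation had a negative log2 fold change with LEA (median −0.35), of which 1, Cyc1, passed both limits (adjusted p up to 0.0715 without any 1 of the 4 RANKL or RANKL + LEA libraries), with 16 at an adjusted p under 0.05 by limma (camera adjusted p = 7.9e-23, and adjusted p = 0.320 with an estimated correlation, fry adjusted p = 0.0952). Length and level do not account for it, since the lowest median of 10000 matched lists was −0.12. For a larger share of cells like those without RANKL, the planned test came out as that explanation predicts, with 44.4% of the RANKL rise lost against 46.7% in the resorption genes. A value chosen later goes against cells with the whole profile of those without RANKL, since macrophage identity genes regained a median of 11.3% of their fall (interquartile range 4.25% to 32.9%), the lowest of 3 sets lowered by RANKL, beside 31.1% for DNA replication (19.7% to 37.8%) and 19.0% for all genes at least 2-fold lower (10.3% to 30.7%). Fewer or less mature osteoclasts stay open, and Figure 2B shows this theme on the same libraries, so it is not independent evidence.

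In genes the paper does not discuss, 82 were higher with LEA than in both other conditions, and the NRF2 targets had a median log2 fold change of 0.54 against RANKL and the aryl hydrocarbon receptor targets 1.01. The number above both was 21 and 41 without RANKL + LEA replicates 1 and 2, 20 and 19 without RANKL replicates 1 and 2 (17 to 33 shared with the 82), 39 without the filter (31 shared) and at least 61 with other scalings, and 12 of the 82 were under 200 bases or overlapped another gene higher with LEA, too few for shared reads to account for the rest. The 12 counted no near-identical copies and so may miss some shared reads. Ass1 and Gm5424, both among the 82, had close values (62.34 and 70.33 against 64.16 and 72.65 FPKM with RANKL and LEA). A mixture of cells with and without a RANKL response allows no level above both. To test this, 82 genes were picked in 1 library per condition, over 8 splits and 2 scalings. In the 3 libraries left out they still lay a median of at least 0.21 above the higher of the other conditions (log2 scale). The lowest bound of the 95% bootstrap intervals over genes was 0.02. Genes are not replicates and the libraries of a condition may be technical, so these intervals do not measure the spread between cultures. The genes picked in each split need not be the 82 genes called above both. A candidate explanation for a few of them is a response to LEA itself through NRF2 or the aryl hydrocarbon receptor, found and weighed on the same data: only 2 of the 82 are in the NRF2 list and 3 in the receptor's, 4 genes in all with Nqo1 in both (Cyp1b1 is not called without either RANKL library or RANKL + LEA replicate 1, limma adjusted p up to 0.0555), while 10 of the 24 NRF2 targets were still lower than without RANKL and 2 higher. A response to the solvent of LEA and genes that peak midway through osteoclast formation stay open, and LEA given to cells that lack NRF2 or the receptor would test the response named here, which was not done.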

How the results depend on the processing

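No result of those named in the text changed direction past its threshold, and counts for RANKL against no RANKL stayed within 1.5 times under each alternative. Of 264 named genes tested for LEA, 108 were called, 28 of them under every setting, 80 were lost without 1 of the libraries and 55 under another setting. For RANKL, 225 were called and 208 held under every setting. Of 24 lists tested for LEA, 16 passed, and 15 kept their call under the other fits (fusion was lost with quantile normalization).

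Without the filter, genes higher and lower with LEA numbered 210 and 81, those above both other conditions 39, and called list members 49 against 105. Genes lower with LEA numbered 328 with quantile normalization, 321 with voom and 321 at the adjusted p alone, where 132 were above both. At 2-fold, 85.3% of the genes lower with LEA were raised by RANKL. The largest share of LEA-lowered genes in 1 cluster was 37.4% without scaling genes and 94.8% with 5 clusters. The correlation of RANKL and LEA effects was −0.65 at a mean of 1 FPKM, −0.57 without the filter, −0.56 and −0.66 at pseudocounts of 0.01 and 1, and −0.67 over called genes. With an estimated correlation 0 lists passed (adjusted p from 0.320 to 0.755 by camera), and with fry 10 did, 9 of the 16 and glycolysis (0.0331). The 7 lost with fry were fusion, interferon-stimulated genes and inflammatory cytokines (each 0.0598), activating transcription factors (0.149), oxidative phosphorylation (0.0952), the tricarboxylic acid cycle (0.0505) and the vacuolar proton pump (0.0626). Nfatc1, RANKL + LEA against RANKL, was at −0.67 without the trend (limma adjusted p = 0.0815) and without the filter (0.120), −0.72 with median-of-ratios scaling (0.0528) and −0.65 with quantile normalization (0.0731), with adjusted p from 0.00434 to 0.205 over all settings. The cause was not tested.

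Leaving out 1 library at a time, where the lone library is assumed to vary like the other groups, genes higher with LEA ranged from 108 to 460, lower from 11 to 209, above both from 19 to 79, the share raised by RANKL from 82.2% to 93.9%, the correlation from −0.62 to −0.55, called list members from 23 to 100 and Nfatc1 from −0.88 to −0.47, its call ending without either RANKL library or RANKL + LEA replicate 1.

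Replicate numbers gave no sign of a pairing common to all conditions. Across genes, same-numbered deviations correlated at −0.08 (no RANKL and RANKL), −0.25 (no RANKL and RANKL + LEA) and 0.12 (RANKL and RANKL + LEA). These values cannot exclude a batch shared by some of the libraries. With a replicate block, genes higher and lower with LEA numbered 492 and 185, and 4643 were called in any comparison. Nfatc1, RANKL + LEA against RANKL, stayed at −0.67 (limma adjusted p = 0.0562). With the numbers without RANKL crossed, chosen after seeing the data, the counts were 693, 270 and 4822.

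Changes near 1.5-fold were often missed on simulated data, with 21 of 50 recovered, and recovery by level or depth was not tested.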

Differences from the paper's values

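The paper's count of genes lower with LEA is 327, and 211 were lower here at the same thresholds. Of the alternatives set before the deposited values were examined, the count came within 1.5 times of the paper's without the trend (219), with the filter at a mean of 1 FPKM (221), median-of-ratios scaling (279), only the 4 libraries compared (232), robust eBayes (229), quantile normalization (328), voom (321) and the adjusted p alone (321). It did not without the filter (81), at pseudocounts of 0.01 (165) and 1 (206), with the replicate block (185) and with any library left out (11 to 209).

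The paper's share of LEA-lowered genes in 1 cluster is 94.5%, and here the cluster that held most of them held 48.3%. They were split here between clusters 3 (102 genes) and 2 (98 genes), the clusters highest with RANKL. The clusters higher with RANKL than without held 94.8% of the LEA-lowered genes. Of the alternatives, 5 clusters gave 94.8% in 1 cluster. Other seeds (47.9% to 48.3%), 7 clusters (54.98%) and genes centred but not scaled (37.4%) did not come within 1.5 times.

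The paper states that LEA lowered its cluster I and not its cluster VI. Here clusters 2, 3 and 5 were higher with RANKL than without, and LEA lowered 98 genes of cluster 2, 102 of cluster 3 and none of cluster 5, where it raised 73, while Nfatc1, Acp5 and Ctsk lay in cluster 2. The paper's clusters were not matched to these.

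Figure 3A labels a gene p65. The values shown for it lie within 0.51 FPKM of Nfkb1, which encodes p50, in 6 of 6 libraries and of no other gene of the table, and of Rela, which encodes p65, in 0 of 6. The values of Nfatc1 and Fos match those of the figure. Rela and Nfkb1 both stayed within the limits with LEA.

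The text assigns the larger set of leading-edge genes to osteoclast development and the smaller to differentiation. Figure 2E shows 23 genes in the differentiation panel and 6 in the development panel.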

Other observations

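Some genes of detoxification were higher with LEA. Of 24 NRF2 targets, 10 were higher and none lower (11 higher when adjusted over the list alone, camera adjusted p = 2.7e-11, and adjusted p = 0.320 with an estimated correlation), among them Nqo1, a quinone reductase (5.93 ± 0.376 FPKM with RANKL and 28.2 ± 2.50 FPKM with LEA, SD, n = 2 each), and Gclm, of glutathione synthesis, with a log2 fold change of 1.13 (standard error 0.11, limma adjusted p = 0.00245). RANKL had lowered 16 of these 24 and raised none, and against the cells without RANKL those given RANKL and LEA had 10 lower and 2 higher (median log2 fold change −0.33). Of 7 measured aryl hydrocarbon receptor targets, 4 were higher (Cyp1b1, Ahrr, Nqo1 and Ugt1a6a, the same when adjusted over the list alone, camera adjusted p = 1.0e-05, and adjusted p = 0.320 with an estimated correlation). Ahrr, the repressor of that receptor, had a log2 fold change of 1.01 (standard error 0.11, limma adjusted p = 0.00350). Of 13 measured phase II enzymes, 10 were higher (the same when adjusted over the list alone, camera adjusted p = 2.9e-08, and adjusted p = 0.320 with an estimated correlation), of which 8 are the overlapping Ugt1a genes. Of 34 genes of DNA replication, 2 were higher, Rrm2 and Tk1 (4 when adjusted over the list alone, camera adjusted p = 5.6e-10, and adjusted p = 0.320 with an estimated correlation), and of 8 genes of MHC class II, 1, Ctss (the same when adjusted over the list alone, camera adjusted p = 0.00126, and adjusted p = 0.320 with an estimated correlation). The calls of Rrm2, Tk1 and Ctss ended without any 1 of the 4 RANKL or RANKL + LEA libraries (highest limma adjusted p 0.105, 0.193 and 0.211), that of Cyp1b1 without either RANKL library or RANKL + LEA replicate 1 (0.0555) and those of Ugt1a1 and Ugt1a6a without either RANKL library (0.0715 for both).

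Of 22 genes of the tricarboxylic acid cycle, 3 were called lower with LEA, among them Mdh2 and, named after its values were seen, Mdh1 (the same when adjusted over the list alone), and 19 did not pass, while all 22 had a negative log2 fold change (camera adjusted p = 5.8e-14, and adjusted p = 0.320 with an estimated correlation, fry adjusted p = 0.0505). Of 19 genes of the vacuolar proton pump, 4 were lower (Atp6v0d2, Atp6v1b2, Atp6v1c1 and Atp6v1d) and 1, Atp6v0a1, was higher (the same when adjusted over the list alone, camera adjusted p = 1.8e-08, and adjusted p = 0.332 with an estimated correlation). Leaving out any 1 of the 4 RANKL or RANKL + LEA libraries ended the calls of Mdh2, Mdh1, Atp6v1b2, Atp6v1c1 and Atp6v0a1 (highest limma adjusted p 0.116, 0.198, 0.119, 0.119 and 0.134), and without either RANKL library or RANKL + LEA replicate 2 that of Atp6v1d ended (0.0725).

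The 8 lists without a call for LEA by camera were RANK and costimulatory signalling (1 of 31 higher, adjusted p = 0.182), the unfolded protein response (1 of 23 higher, Atf3, 0.351), cholesterol synthesis (0 of 23, 0.376, median 0.04), LXR targets (Apoe higher and Scd2 lower of 14, 0.352), p53 targets (0 of 19, 0.352), glycolysis (1 of 18 higher, Slc16a3, 0.0926, but 0.0331 with fry), replication-dependent histones (1 of 14 lower, Hist1h2bc, and 0 when adjusted over the list alone, 0.376) and immediate early genes (1 of 16 higher, Atf3, and 2 when adjusted over the list alone, 0.0536). For the others the counts were the same when adjusted over the list alone. The mean of the cholesterol list was below 0, at −0.02. Leaving out 1 library ended the calls of Atf3 and Apoe (either RANKL library or RANKL + LEA replicate 1, highest limma adjusted p 0.0980 and 0.0858), Slc16a3 (RANKL replicate 2, 0.0564) and Hist1h2bc (any of the 6, 0.180).

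Markers of other cell types moved as follows with LEA. Il7r, the 1 measured T and NK cell marker, was higher. Of 3 neutrophil markers, Mmp8 and S100a8 were higher (3 when adjusted over the list alone). Pf4, of 2 erythroid and megakaryocyte markers, was higher (2 when adjusted over the list alone), from 10.9 ± 0.937 FPKM with RANKL to 40.4 ± 5.18 FPKM with LEA (SD, n = 2 each), against 448 ± 67.0 FPKM without RANKL. Runx2 was the 1 of 3 osteoblast and stroma markers that was higher, from 1.12 ± 0.116 to 2.19 ± 0.320 FPKM (SD, n = 2 each). None of 4 dendritic cell markers and 2 endothelial markers was called. No marker of B cells or mast cells passed the filter. Il7r, Mmp8 and Pf4 were present in the cells without RANKL. The call of Runx2 ended without any 1 of the 4 RANKL or RANKL + LEA libraries (highest limma adjusted p 0.140) and that of S100a8 without either RANKL library or RANKL + LEA replicate 1 (0.0994).

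None of the 4 measured transcripts of the Y chromosome, Ddx3y, Eif2s3y, Kdm5d and Uty, was called for LEA, and all were above 0.5 FPKM in every library.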
